# Translational Activation of ATF4 through Mitochondrial Anaplerotic Metabolic Pathways Is Required for DLBCL Growth and Survival

**DOI:** 10.1158/2643-3230.BCD-20-0183

**Published:** 2021-11-09

**Authors:** Meng Li, Matthew R. Teater, Jun Young Hong, Noel R. Park, Cihangir Duy, Hao Shen, Ling Wang, Zhengming Chen, Leandro Cerchietti, Shawn M. Davidson, Hening Lin, Ari M. Melnick

## Abstract

**Abstract:**

Diffuse large B-cell lymphomas (DLBCL) are broadly dependent on anaplerotic metabolism regulated by mitochondrial SIRT3. Herein we find that translational upregulation of ATF4 is coupled with anaplerotic metabolism in DLBCLs due to nutrient deprivation caused by SIRT3 driving rapid flux of glutamine into the tricarboxylic acid (TCA) cycle. SIRT3 depletion led to ATF4 downregulation and cell death, which was rescued by ectopic ATF4 expression. Mechanistically, ATF4 translation is inhibited in SIRT3-deficient cells due to the increased pools of amino acids derived from compensatory autophagy and decreased glutamine consumption by the TCA cycle. Absence of ATF4 further aggravates this state through downregulation of its target genes, including genes for amino acid biosynthesis and import. Collectively, we identify a SIRT3–ATF4 axis required to maintain survival of DLBCL cells by enabling them to optimize amino acid uptake and utilization. Targeting ATF4 translation can potentiate the cytotoxic effect of SIRT3 inhibitor to DLBCL cells.

**Significance:**

We discovered the link between SIRT3 and ATF4 in DLBCL cells, which connected lymphoma amino acid metabolism with ATF4 translation via metabolic stress signals. SIRT3–ATF4 axis is required in DLBCL cells regardless of subtype, which indicates a common metabolic vulnerability in DLBCLs and can serve as a therapeutic target.

*This article is highlighted in the In This Issue feature, p. 1*

## INTRODUCTION

Diffuse large B-cell lymphomas (DLBCL) are highly proliferative and aggressive tumors that mostly arise from germinal center (GC) B cells or post–GC B cells. Critical to their survival, DLBCLs must tolerate various forms of cellular stress associated with their rapid proliferation and depletion of nutrients in their immediate microenvironment (1). To overcome these challenges, DLBCLs undergo metabolic reprogramming to support efficient energy and metabolic precursor production, which can be accomplished in part through induction and constitutive activation of adaptive stress responses/signals (1, 2). Stress survival pathways constitute an important source of non-oncogene addiction to specific proteins. Understanding mechanisms through which such non-oncogene dependencies contribute to lymphomagenesis can point to tumor vulnerabilities amenable to therapeutic intervention. Moreover, targeting such stress mechanisms can be broadly relevant to DLBCLs regardless of their genetic heterogeneity and spectrum of somatic mutations (1). This is important because approximately 40% of patients with DLBCL are not cured with current therapies (3).

Mitochondria are critically important to tumor-associated metabolic reprogramming processes, working as metabolic hubs to support cell growth and proliferation, and as sensors of intracellular stresses that could threaten survival (4, 5). SIRT3, a member of the Sirtuin family of proteins, resides within mitochondria and regulates mitochondrial metabolic functions through its lysine deacetylase activity (6–8). SIRT3 was recently shown to function as a critical source of non-oncogene addiction in DLBCL, due primarily to its role in driving efficient glutamine entry into the tricarboxylic acid (TCA) cycle (9). TCA cycle–mediated generation of metabolic biosynthetic precursors was profoundly impaired in SIRT3-deficient DLBCL cells and led to activation of autophagy, which in turn induced proliferation arrest and cell death (9, 10). SIRT3 deficiency impaired lymphomagenesis *in vivo*, and its expression was shown to be aberrantly induced in primary human DLBCLs and linked to inferior clinical outcomes (9).

The critical role of SIRT3 in supporting the massive metabolic needs of DLBCL cells points to the question of how SIRT3 is positioned among cellular pathways involved in nutrient and proliferative stress responses. SIRT3 functions are often cell-context dependent (11). For example, SIRT3 was implicated as a tumor suppressor in solid tumor cells such as breast and ovarian cancer cell lines (12, 13). In those cells, loss of SIRT3 impaired mitochondrial metabolism, including the TCA cycle, and led to accumulation of reactive oxygen species. In turn, the elevated oxidative stress led to hypoxia-induced factor 1α (HIF1α) stabilization, which can transduce hypoxia signals to the cell nucleus, with corresponding changes in transcriptional programming (13). Thus, shifts in metabolic pathways can induce transcriptional changes to support adaptation of cells to micronutrient availability and meet their growth requirements.

In contrast, SIRT3 promotes tumorigenesis in DLBCL, where it is required for glutamine-fueled anaplerosis, and where its loss of function leads to destructive autophagy (9). Most critically, it is not known why SIRT3-deficient DLBCL cells are so vulnerable to such metabolic changes and autophagy, which points to potentially novel and critical nutrient regulatory circuits occurring in this disease. Here, we set out to identify downstream signals induced by SIRT3 deficiency in DLBCL cells to gain insight into how SIRT3 could interface with nutrient flux stress response pathways to support proliferation of DLBCL cells and promote tumorigenesis in this particular tumor context.

## RESULTS

### ATF4 but Not HIF1a Target Genes Are Downregulated after *SIRT3* Knockdown in DLBCL Cells

Mitochondrial signals drive transcriptional programming of cells through various mechanisms including cross-talk with transcription factors, chromatin-modifying complexes, or modulating the abundance of precursor molecules utilized for posttranslational modifications of histones (4, 5, 14). To explore pathways downstream of SIRT3 in an unbiased fashion, we performed RNA sequencing (RNA-seq) in three cell lines corresponding to OXPHOS (oxidative phosphorylation gene expression high: Karpas 422), GCB (GC B-cell like: OCI-LY1), and ABC (activated B-cell like: HBL1) DLBCL subtypes (15). 

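Karpas422, OCI-LY1 and HBL1 are established DLBCL cell lines. In each line, total RNA was taken on day 8 after infection with a control shRNA (shCtr) or with 1 of 2 shRNAs against SIRT3 (shSIRT3-1 and shSIRT3-2). With 3 replicates per shRNA in each line, this gave 27 libraries in 9 groups. The authors primed first-strand synthesis with random oligos, sequenced the libraries as paired ends, aligned the reads to hg19 with STAR and annotated them to RefSeq genes with Rsubread. The values that the authors deposited are named FPKM. In every library, however, each value is a whole multiple of a single step that is the same for genes of any length, so the values are CPM of a library total and are not divided by gene length. They cover 27115 genes per library. Between 28694398 and 53405456 reads per library fell on these genes, with medians of 44448635 with shCtr, 45669254 with shSIRT3-1 and 47385370 with shSIRT3-2. The reads on genes made up between 40.3% and 45.6% of the total that the authors divided by. Gene expression was compared as log2(CPM + 0.1) for the 13076 genes with a CPM of at least 1 in at least 3 libraries. A linear model with a term for the cell line and a term for the shRNA was fitted with limma, letting the variance follow the mean expression. A gene was called differentially regulated at a fold change above 1.5 and a Benjamini-Hochberg adjusted p under 0.05 against shCtr.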

SIRT3 was previously shown to be required for proliferation and survival of these cells (9). SIRT3 knockdown was performed in replicates in each cell line, using two different SIRT3 short hairpin RNAs (shRNA) and control shRNA. 

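SIRT3 lies on the minus strand of chromosome 11 of hg19, from 215030 to 236931. In Karpas422 cells its CPM was 9.78 ± 0.56 (SD, n = 3) with shCtr, 2.60 ± 0.17 (SD, n = 3) with shSIRT3-1 and 5.32 ± 0.91 (SD, n = 3) with shSIRT3-2. In OCI-LY1 cells the values were 11.5 ± 2.00, 1.64 ± 0.59 and 5.42 ± 1.18 CPM (SD, n = 3 each). In HBL1 cells they were 14.7 ± 1.48, 2.17 ± 0.20 and 3.26 ± 0.50 CPM (SD, n = 3 each). SIRT3 was below the mean of its own control group in 18 of 18 knockdown libraries. Such counts of libraries were taken, here and below, on log2(CPM + 0.1). Over the 3 lines, the log2 fold change was −2.45 (standard error 0.17, adjusted p = 3.8e-10, limma with Benjamini-Hochberg adjustment) with shSIRT3-1 and −1.37 (standard error 0.17, adjusted p = 2.2e-06) with shSIRT3-2, which leaves 18.3% and 38.8% of the control level. Taking the replicate number as a block in the limma fit gave Benjamini-Hochberg adjusted p of 5.0e-08 and 2.6e-05. SIRT3 was lower with shSIRT3-1 than with shSIRT3-2 in 9 of 9 same-numbered pairs of libraries, by a mean log2 difference of −1.08 ± 0.55 (SD, n = 9; two-sided exact permutation test over 512 sign flips, p = 0.0039). The knockdown also differed between the cell lines (limma interaction test, Benjamini-Hochberg adjusted p = 0.0029), with log2 fold changes for the shRNA pair of −1.87 and −0.88 in Karpas422, −2.78 and −1.08 in OCI-LY1 and −2.70 and −2.14 in HBL1. With a pseudocount of 1 in place of 0.1, the setting that moved these values most, the log2 fold changes over the 3 lines were −2.05 and −1.21.

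**Figure D1:**
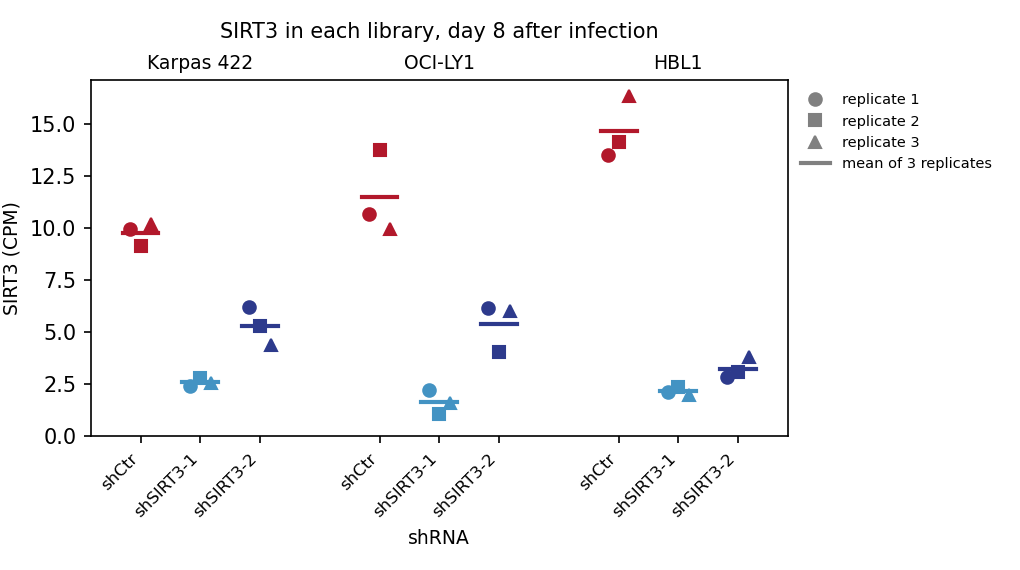
SIRT3 expression in CPM in each of the 27 libraries, grouped by cell line and shRNA on the horizontal axis. Symbols are replicates and horizontal bars are means of 3 replicates. Each knockdown library sits below every control library of its own cell line.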

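Over the 27 libraries, 1701 genes were differentially regulated with shSIRT3-1 relative to shCtr, 1189 lower and 512 higher, and 1760 with shSIRT3-2, 1330 lower and 430 higher. The replicate block gave 1683 and 1756 genes. In all, 2786 genes changed with either shRNA, and 10 changed in opposite directions with the pair. Across the tested genes, which are not independent replicates, the log2 fold changes of the shRNA pair had a Pearson r of 0.59. Both are taken against the same control libraries, which by itself raises r. This r therefore does not measure how far the shRNAs agree. A direct comparison of shSIRT3-2 with shSIRT3-1 called 1480 genes, 791 lower and 689 higher with shSIRT3-2, and 1482 genes with the replicate block. The setting that moved the counts most was an edgeR likelihood ratio test on the recovered reads without a filter on low values, chosen after seeing the data, with 3130 genes for shSIRT3-1 and 3358 for shSIRT3-2. The balance of lower and higher genes depended on the scaling. Lower genes were 69.9% of the calls with shSIRT3-1 and 75.6% with shSIRT3-2 on the values as deposited, and 54.7% and 59.4% after quantile normalization between libraries. In fits of each line alone, shSIRT3-1 and shSIRT3-2 changed 1793 and 1684 genes in Karpas422, 504 and 718 in OCI-LY1, and 3280 and 2786 in HBL1. The response to the shRNAs differed between the cell lines for 5471 of the 13076 genes (limma F test on the interaction terms with Benjamini-Hochberg adjustment at 0.05), and for 7695 with the replicate block. Without replicate 1 the response differed for 348 genes.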

Unsupervised analysis revealed that SIRT3 depletion induces distinct transcriptional profiles in these cells (Fig. 1A). We found that DLBCL cells clustered together according to shRNA hairpins, indicating consistent transcriptional effects following SIRT3 knockdown. 

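For the clustering, the 1356 genes at or above the 95th percentile of SD were taken in each line, and the 9 libraries of that line were joined by Euclidean distance and Ward linkage on log2(CPM + 0.1). With each tree divided into 3 clusters, each of the 3 shRNA groups came out whole and alone in each line. The control libraries stood apart at the top split in Karpas422 and HBL1, and the shSIRT3-2 libraries did so in OCI-LY1. In Karpas422 the mean distance between libraries of the same shRNA was between 28.1 and 34.3, against 50.2 from shCtr to shSIRT3-1, 58.7 from shCtr to shSIRT3-2 and 51.9 between the SIRT3 shRNAs. In HBL1 it was between 20.9 and 42.3, against 69.7, 61.7 and 65.2. The groups lay closer together in OCI-LY1, with mean distances of 28.7 to 37.8 within a group and 46.1, 50.8 and 44.1 between groups. The grouping in OCI-LY1 changed with the processing. A pseudocount of 1 recovered 0 of the 3 groups there and a pseudocount of 0.01 recovered 1, whereas both other lines kept all 3 groups with either pseudocount. When each replicate was left out in turn, between 0 and 3 groups were recovered in OCI-LY1 and all 3 in Karpas422 and HBL1. In each line alone, 1297 genes differed between the SIRT3 shRNAs in Karpas422, 524 in OCI-LY1 and 3314 in HBL1.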

Using a supervised analysis, we identified 1,075 differentially regulated genes [fold change (FC) > 1.5, *q* < 0.05] in common across all three cell lines (Fig. 1B; Supplementary Table S1). 

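A gene was counted as changed by SIRT3 knockdown when it passed both thresholds in the same direction with shSIRT3-1 and with shSIRT3-2. In the fit over the 3 cell lines, 665 genes did so, and 661 did with the replicate number as a block, of which 639 were called in the same direction in both fits. Libraries with the same replicate number deviated together from their group means (mean Pearson r across genes of 0.32 over 27 same-numbered pairs and −0.14 over 54 other pairs). With each library's trend in GC content and gene length removed, a correction chosen after seeing the data, the count was 585 without the block and 584 with it. The correction covered 12716 genes, of which 644 had been called without it, and 543 of the 585 were called in the same direction before. Leaving out replicate 2 gave 320 genes, against 557 and 681 without replicates 1 and 3, and an edgeR likelihood ratio test on the recovered reads without a filter on low values, also chosen after seeing the data, gave 1242. This fit averages over the lines and does not require a change in each of them. In fits of each line alone, 746 genes changed with both shRNAs in Karpas422, 140 in OCI-LY1 and 1227 in HBL1, and 827, 267 and 1394 with the replicate block. With each replicate left out in turn, the counts ran from 271 to 910 in Karpas422, 0 to 26 in OCI-LY1 and 146 to 1468 in HBL1. Of the 665 genes, 321 were also called in the same direction in Karpas422 alone, 55 in OCI-LY1 alone and 458 in HBL1 alone. In the separate fits, 18 of the 10014 genes tested in each line were called in all 3 lines, 12 lower and 6 higher, and 23 were with the block. SIRT3 was among the lower genes and CELF6 among the higher genes. Leaving out replicates 1, 2 and 3 in turn gave 0, 2 and 0 genes, while 94, 70 and 164 genes had an unadjusted p under 0.05 with both shRNAs in the same direction in each line. Of the 678 genes that the paper's Supplementary Table S1 lists as downregulated and that the deposited values cover, 494 passed the expression filter and 414 were called lower here. Of 286 such upregulated genes, 176 passed the filter and 121 were called higher.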

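Of the 665 genes changed by both SIRT3 shRNAs, 521 were lower and 144 higher, or 510 and 151 with the replicate block. Quantile normalization between libraries gave 389 lower and 253 higher genes. The 5 largest falls among genes that were lower in 18 of 18 knockdown libraries than their control mean were CHAC1, SLC6A9, INHBE, ESRP1 and SPNS3. CHAC1 (chromosome 15, 41245160 to 41248710) had a log2 fold change of −3.74 (standard error 0.49, adjusted p = 2.8e-06, limma with Benjamini-Hochberg adjustment) with shSIRT3-1 and −4.25 (standard error 0.49, adjusted p = 7.2e-07) with shSIRT3-2. Its CPM was 70.6 ± 13.2 with shCtr, 4.64 ± 2.60 with shSIRT3-1 and 1.56 ± 0.90 with shSIRT3-2 in Karpas422 (SD, n = 3 each), and 27.9 ± 4.03, 1.20 ± 0.10 and 2.15 ± 0.54 in HBL1. In OCI-LY1 the control values spread from 1.99 to 67.2 CPM, and the knockdown libraries lay between 0.41 and 1.81. SLC6A9 (chromosome 1, 44457172 to 44497139) had log2 fold changes of −3.59 and −3.95, INHBE (chromosome 12, 57846106 to 57853063) −3.34 and −3.96, ESRP1 (chromosome 8, 95653302 to 95719694) −3.35 and −3.32, and SPNS3 (chromosome 17, 4337235 to 4391503) −2.81 and −3.25. The responses of INHBE and ESRP1 differed between the lines (limma interaction test, Benjamini-Hochberg adjusted p = 0.035 and 0.0084). The control values of these genes in OCI-LY1 were also spread by a single high library, from 1.67 to 28.3 CPM for SLC6A9, 0.10 to 11.6 for INHBE, 0 to 1.74 for ESRP1 and 0.04 to 3.19 for SPNS3. There the knockdown libraries reached 0.63 CPM for SLC6A9, 0.35 for INHBE, 0.05 for ESRP1 and 0.08 for SPNS3, so those of INHBE, ESRP1 and SPNS3 were not all below the lowest control. With a pseudocount of 1, the log2 fold changes of ESRP1 were −1.53 and −1.50. ESRP1 was listed at 0 in every Karpas422 and OCI-LY1 library with shSIRT3-2, and the mean CPM of ESRP1 and SPNS3 was below the pseudocount of 0.1 in each knockdown group but ESRP1 in HBL1 with shSIRT3-2 and SPNS3 in Karpas422 with shSIRT3-1, so the pseudocount limits the size of these falls. The 5 largest rises among genes higher in 18 of 18 knockdown libraries than their control mean of log2(CPM + 0.1) were CELF6, C1orf194, RSAD2, CFP and MTSS1L. On CPM itself, RSAD2 in HBL1 with shSIRT3-1 had a library at 0.42, under the control mean of 0.50. CELF6 (chromosome 15, 72577068 to 72612498) had a log2 fold change of 2.96 (standard error 0.33, adjusted p = 3.0e-07, limma with Benjamini-Hochberg adjustment) with shSIRT3-1 and 2.89 (standard error 0.33, adjusted p = 6.0e-07) with shSIRT3-2. C1orf194 (chromosome 1, 109648573 to 109656479) had log2 fold changes of 2.94 and 1.80, RSAD2 (chromosome 2, 7005688 to 7038370) 1.72 and 2.90, CFP (chromosome X, 47482571 to 47489704) 2.65 and 1.57, and MTSS1L (chromosome 16, 70695107 to 70719956) 1.43 and 1.76. The mean CPM of C1orf194 was below the pseudocount in each control group, which limits the size of its rise. The responses of C1orf194, RSAD2 and MTSS1L differed between the lines (limma interaction test, Benjamini-Hochberg adjusted p = 0.029, 0.011 and 0.045). RSAD2 lost its call with shSIRT3-1 at a pseudocount of 1 and without replicate 2 (limma, Benjamini-Hochberg adjusted p = 0.056 and 0.087, from 0.00022 to 0.087 over its 10 alternatives). At a pseudocount of 1, C1orf194 and CFP with shSIRT3-2 fell under the fold change threshold, with log2 fold changes of 0.46 and 0.54.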

Of these, 756 were downregulated and 319 upregulated upon SIRT3 depletion. Performing pathway enrichment analysis, we observed significant upregulation of genes that are normally downregulated by glutamine deprivation (Fig. 1C). 

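The gene sets used here were written from general knowledge of each pathway and are not the lists that the paper used. A set's mean log2 fold change was set against the other genes with limma camera, a competitive test, and Benjamini-Hochberg adjusted over 15 sets. Aminoacyl-tRNA synthetases charge tRNAs with amino acids, and separate genes encode most of the cytosolic and the mitochondrial enzymes. The 20 cytosolic aminoacyl-tRNA synthetases had a mean log2 fold change of −0.61 with shSIRT3-1 and −0.69 with shSIRT3-2 (limma camera, Benjamini-Hochberg adjusted p = 0.00031 and 2.2e-05, and 0.00074 and 8.5e-05 with the replicate block). Of the 20 genes, 10 were called lower with both shRNAs. With the inter-gene correlation estimated from the data in place of 0.01, the setting that moved the test most, the Benjamini-Hochberg adjusted p of limma camera was 0.356 and 0.277, at the top of ranges from 4.6e-06 and 2.5e-07 over the 10 alternatives of each. WARS (chromosome 14, 100800127 to 100843142) had the largest fall of the set, with a log2 fold change of −1.95 (standard error 0.34, adjusted p = 7.3e-05, limma with Benjamini-Hochberg adjustment) with shSIRT3-1 and −2.29 (standard error 0.34, adjusted p = 1.3e-05) with shSIRT3-2, and its response differed between the lines (limma interaction test, Benjamini-Hochberg adjusted p = 0.030). AARS (chromosome 16, 70285886 to 70323610) followed at −1.41 and −1.38 and GARS (chromosome 7, 30620149 to 30673649) at −1.27 and −1.38, each with a standard error of at most 0.20. WARS, AARS and GARS were each lower in 18 of 18 knockdown libraries than their control means. In OCI-LY1 the mean of WARS rests on control replicate 2 (244.5 CPM, against 40.7 and 26.7 in replicates 1 and 3), and WARS did not fall below both other controls with shSIRT3-1 (40.7 to 43.2 CPM). With shSIRT3-2 (24.1 to 31.1 CPM) the libraries were not all below the lowest control. GARS reached 144.9 CPM with shSIRT3-1 against a lowest control of 134.2. The 17 mitochondrial aminoacyl-tRNA synthetases had a mean log2 fold change of 0.11 with shSIRT3-1 and 0.07 with shSIRT3-2 (limma camera, Benjamini-Hochberg adjusted p = 0.055 and 0.22, and 0.057 and 0.22 with the block). The rise with shSIRT3-1 passed the threshold in 4 of 10 alternatives, which were quantile normalization, median-ratio scaling, a pseudocount of 1 and leaving out replicate 1 (limma camera, Benjamini-Hochberg adjusted p = 0.0258, 0.0446, 0.0485 and 0.0082, from 0.0082 to 0.356 over its alternatives). With shSIRT3-2 it did not pass (limma camera, Benjamini-Hochberg adjusted p from 0.117 to 0.595 over its 10 alternatives). The means under quantile normalization were 0.20 and 0.12. AARS2 (chromosome 6, 44266468 to 44281084) rose most, by a log2 fold change of 0.61 (standard error 0.10) and 0.48 (standard error 0.10). The log2 fold changes of RARS2 were 0.39 and 0.39, and those of EARS2 0.31 and 0.42. Without replicate 2, EARS2 with shSIRT3-1 and AARS2 with shSIRT3-2 no longer passed the adjusted p threshold.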

Reciprocally, there was downregulation of genes that are induced by glutamine and glucose starvation as well as genes involved in aminoacyl-tRNA biogenesis. 

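DDIT3, which encodes CHOP and is induced in ER stress, lies on chromosome 12 from 57910371 to 57915520. Its log2 fold change was −1.27 (standard error 0.29, adjusted p = 0.0014, limma with Benjamini-Hochberg adjustment) with shSIRT3-1 and −1.86 (standard error 0.29, adjusted p = 3.2e-05) with shSIRT3-2. It was below its control mean in 17 of 18 knockdown libraries. In OCI-LY1 its control libraries spread from 4.38 to 29.8 CPM, and knockdown libraries with shSIRT3-1 reached 10.3 CPM. In that line alone its falls did not pass (limma, Benjamini-Hochberg adjusted p = 0.72 and 0.35). Without replicate 2, the log2 fold change of DDIT3 over all lines with shSIRT3-1 was −0.83 (limma, Benjamini-Hochberg adjusted p = 0.056, from 5.5e-06 to 0.056 over its 10 alternatives). A set of genes placed under the transcription factor ATF4 in the PERK branch of the ER stress response, RNA decay factors included, had 23 tested members. Its mean log2 fold change was −0.61 with both shRNAs (limma camera, Benjamini-Hochberg adjusted p = 0.0030 with shSIRT3-1 and 0.0054 with shSIRT3-2, and 0.0031 and 0.0086 with the replicate block). Of these 23 genes, 7 were called lower with both shRNAs. The medians of −0.32 and −0.36 were nearer 0 than the means. This set was not assessed in limma camera with the inter-gene correlation estimated from the data.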

There was also significant downregulation of endoplasmic reticulum (ER) stress genes induced by tunicamycin, including a subset of tunicamycin-induced genes that are dependent on ATF4. Many of these downregulated pathways are related to the transcription factor activated transcriptional factor 4 (ATF4), which is known to be induced by integrated stress response, such as ER stress or amino acid deprivation (16). Several additional ATF4 target gene sets defined by chromatin immunoprecipitation (ChIP) sequencing or functional assays (17, 18) were also specifically downregulated in SIRT3-deficient DLBCL cells (Fig. 1C). However, transcriptional programs linked to other ER stress transcription factors such as ATF6 (19), XBP1 (20), and CHOP (17) were not perturbed by SIRT3 knockdown (Supplementary Fig. S1A). 

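The set of ATF4 targets held 65 genes described as induced by ATF4 in the amino acid or integrated stress response, of which 62 passed the expression filter, and it holds 12 of the 20 cytosolic aminoacyl-tRNA synthetases. This set was written before the deposited values were seen but after Supplementary Table S1 had been read. Its mean log2 fold change was −1.48 with shSIRT3-1 and −1.47 with shSIRT3-2 (limma camera, Benjamini-Hochberg adjusted p = 7.0e-22 and 3.8e-21, and 9.7e-21 and 9.5e-20 with the replicate block). Of the 62 genes, 49 were called lower with both shRNAs. After each library's trend with GC content and gene length was removed, the means were −1.45 and −1.46. With the inter-gene correlation estimated for this set, the limma camera test no longer passed its threshold (Benjamini-Hochberg adjusted p = 0.310 and 0.202, at the top of ranges from 8.8e-31 and 8.2e-27 over the 12 alternatives of each). The mean score of the set, in log2(CPM + 0.1), fell in 9 of 9 same-numbered comparisons. The mean log2 fold change of the set in each line was −1.76 and −2.09 in Karpas422, −0.83 and −0.87 in OCI-LY1 and −2.01 and −1.58 in HBL1. The difference between the lines in the score was within what permuting the line labels gave (permutation test over the 36 distinct splits, two-sided, p = 0.33). PSAT1, an enzyme of serine synthesis (chromosome 9, 80912041 to 80945009), had a log2 fold change of −2.47 (standard error 0.32, adjusted p = 2.0e-06, limma with Benjamini-Hochberg adjustment) with shSIRT3-1 and −2.58 (standard error 0.32, adjusted p = 1.4e-06) with shSIRT3-2, and was lower in 18 of 18 knockdown libraries than its control means. Its CPM with shCtr, shSIRT3-1 and shSIRT3-2 was 213.7 ± 30.9, 38.6 ± 14.2 and 21.6 ± 4.47 in Karpas422, 108.9 ± 122.5, 25.1 ± 3.25 and 22.1 ± 2.78 in OCI-LY1, and 374.1 ± 8.65, 39.6 ± 18.1 and 55.6 ± 1.78 in HBL1 (SD, n = 3 each). In OCI-LY1 alone, PSAT1 was at most 28.5 CPM in the knockdown libraries and at least 33.7 CPM in the control libraries, and its fall did not pass the adjusted p threshold (limma, Benjamini-Hochberg adjusted p = 0.14 and 0.098, and 0.091 and 0.062 with the block).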

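The set of 20 ATF6 targets had a mean log2 fold change of −0.06 with shSIRT3-1 and 0.0005 with shSIRT3-2 (limma camera, Benjamini-Hochberg adjusted p = 0.72 and 0.42, and 0.63 and 0.37 with the replicate block). Quantile normalization turned the first of these to 0.0022. Within the set, 3 genes were called lower and 2 higher with both shRNAs. EDEM1 (chromosome 3, 5229331 to 5261643) had log2 fold changes of −1.58 (standard error 0.20, adjusted p = 2.0e-06, limma with Benjamini-Hochberg adjustment) and −1.17 (standard error 0.20, adjusted p = 8.4e-05). SEL1L had −1.003 and −0.70, with responses that differed between the lines (limma interaction test, Benjamini-Hochberg adjusted p = 0.0023), and it lost its call with shSIRT3-2 without replicate 2. ATF6 itself had −0.21 and −0.15 (limma, Benjamini-Hochberg adjusted p = 0.031 and 0.11, and 0.056 and 0.16 with the block), and its response differed between the lines (0.0021). The set of 45 XBP1 targets had a mean log2 fold change of 0.0064 with shSIRT3-1 and 0.04 with shSIRT3-2 (limma camera, Benjamini-Hochberg adjusted p = 0.22 and 0.034, and 0.22 and 0.036 with the block). The value with shSIRT3-2 no longer passed the threshold under quantile normalization (limma camera, Benjamini-Hochberg adjusted p = 0.21, from 0.0093 to 0.277 over its 10 alternatives). XBP1 itself (chromosome 22, 29190543 to 29196585) had log2 fold changes of −0.83 (standard error 0.21, adjusted p = 0.0034, limma with Benjamini-Hochberg adjustment) and −1.01 (standard error 0.21, adjusted p = 0.00069), its response differed between the lines (0.0025), and it lost its call with shSIRT3-1 without replicate 2. Of the 45 XBP1 targets, 1 was called lower and 0 higher with both shRNAs. ATP6V0D1, with the largest mean rise of the set, had log2 fold changes of 0.55 and 0.82 and was under the fold change threshold with shSIRT3-1. TPP1 and CXXC1 rose by 0.45 and 0.48 and by 0.52 and 0.38, under the fold change threshold. TPP1 no longer passed the adjusted p threshold with either shRNA without replicate 1 or 2, nor CXXC1 with shSIRT3-2 without replicate 2 or 3. The responses of ATP6V0D1 and CXXC1 differed between the lines (limma interaction test, Benjamini-Hochberg adjusted p = 0.048 and 0.041). The set of 8 CHOP targets had a mean log2 fold change of −1.17 with shSIRT3-1 and −1.25 with shSIRT3-2 (limma camera, Benjamini-Hochberg adjusted p = 0.00084 and 0.0049, and 0.00056 and 0.0058 with the block). Of these 8 genes, 4 were called lower with both shRNAs, and 6 also stand in the set of ATF4 targets, so the sets are not independent. TRIB3 (chromosome 20, 343479 to 378203) had log2 fold changes of −1.78 (standard error 0.27, adjusted p = 1.6e-05, limma with Benjamini-Hochberg adjustment) and −2.11 (standard error 0.27, adjusted p = 2.1e-06). With the inter-gene correlation estimated, the CHOP set did not pass the threshold (limma camera, Benjamini-Hochberg adjusted p = 0.310 and 0.277, the highest over its alternatives, the lowest being 3.4e-05 and 0.0012).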

To further confirm a robust connection between SIRT3 and ATF4, we performed gene set enrichment analysis (GSEA) using the ranked gene expression profiles of each individual cell line and again observed highly significant depletion of ATF4 target genes in all three DLBCL types [normalized enrichment score (NES) < −2.7 and FDR = 0; Fig. 1D and E].

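For each line, genes were ranked by the log2 ratio of the mean CPM + 0.1 of the 3 knockdown replicates to that of the 3 control replicates, and the ATF4 targets were tested with fgsea over 10000 gene permutations. Genes are not independent replicates, so these p values describe the ranking and not the spread between replicates. In Karpas422 the NES was −2.94 with shSIRT3-1 and −3.06 with shSIRT3-2 (58 genes each, permutation test with Benjamini-Hochberg adjusted p = 0.00042 and 0.00053). In OCI-LY1 it was −3.04 and −2.805 (58 genes each, permutation test with Benjamini-Hochberg adjusted p = 0.00054 and 0.00064). In HBL1 it was −2.71 and −2.497 (60 genes each, permutation test with Benjamini-Hochberg adjusted p = 0.00041 and 0.00098). The 23-gene set of the PERK branch moved the scores most, to between −2.14 and −1.52, and in HBL1 with shSIRT3-2 it did not pass the threshold (permutation test, Benjamini-Hochberg adjusted p = 0.052, from 0.00076 to 0.052 over its 7 alternatives). The mean score of the ATF4 targets, in log2(CPM + 0.1), was 6.12 ± 0.08 with shCtr, 4.48 with shSIRT3-1 and 4.15 with shSIRT3-2 in Karpas422 (SD, n = 3), and 6.49 ± 0.02, 4.54 and 4.95 in HBL1. In OCI-LY1 the control replicates did not group together. Replicate 2 scored 6.37, whereas replicates 1 and 3 scored 4.69 and 4.58 and the 6 knockdown libraries lay between 4.17 and 4.46. The change from the same-numbered control was therefore −2.09 and −2.19 in replicate 2, −0.23 and −0.30 in replicate 1 and −0.21 and −0.21 in replicate 3. Without replicate 2, the NES in OCI-LY1 was −2.25 and −1.85 (permutation test with Benjamini-Hochberg adjusted p = 0.0016 and 0.0042, from 0.00047 to 0.011 and from 0.00053 to 0.018 over the 7 alternatives of each). In the fit of OCI-LY1 alone, 0 of 58 ATF4 targets were called lower with both shRNAs and 14 were lower at an unadjusted p under 0.05. In Karpas422, 49 of 58 were called lower, and in HBL1, 44 of 60. With the replicate block, 1 was called lower in OCI-LY1, 50 in Karpas422 and 45 in HBL1. The paper ran its ranked test to look further at a connection between SIRT3 and ATF4 that it had seen in the pathway enrichment, and describes depletion of ATF4 target genes in all 3 lines (Fig. 1D and E). It states that the transcriptional profiles pointed to regulation of ATF4 by SIRT3.

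**Figure D2:**
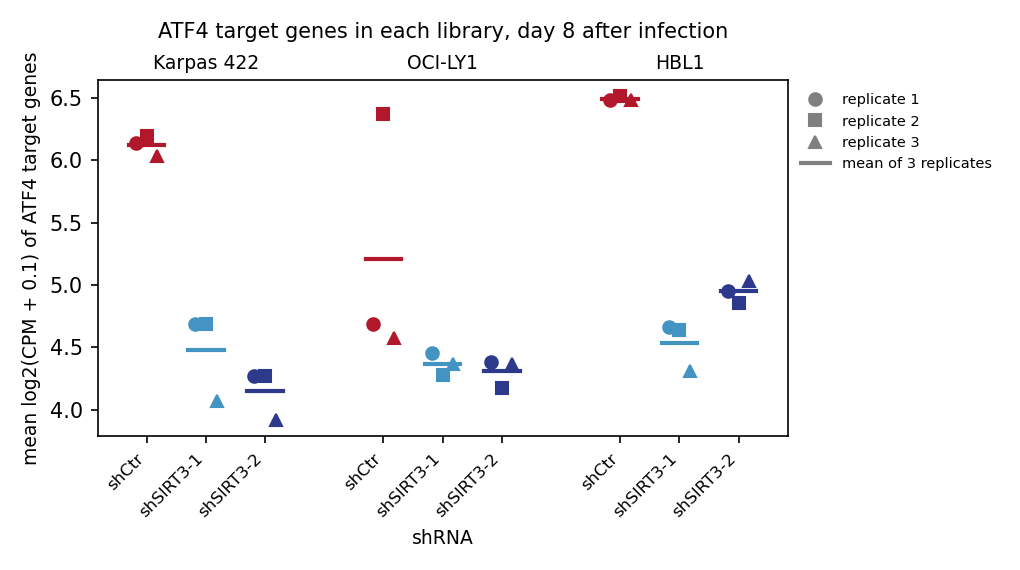
Mean log2(CPM + 0.1) of the ATF4 targets in each of the 27 libraries, grouped by cell line and shRNA on the horizontal axis. Symbols are replicates and horizontal bars are means of 3 replicates. The OCI-LY1 control libraries lie at 6.37 for replicate 2 and at 4.69 and 4.58 for replicates 1 and 3.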

**Figure 1.**
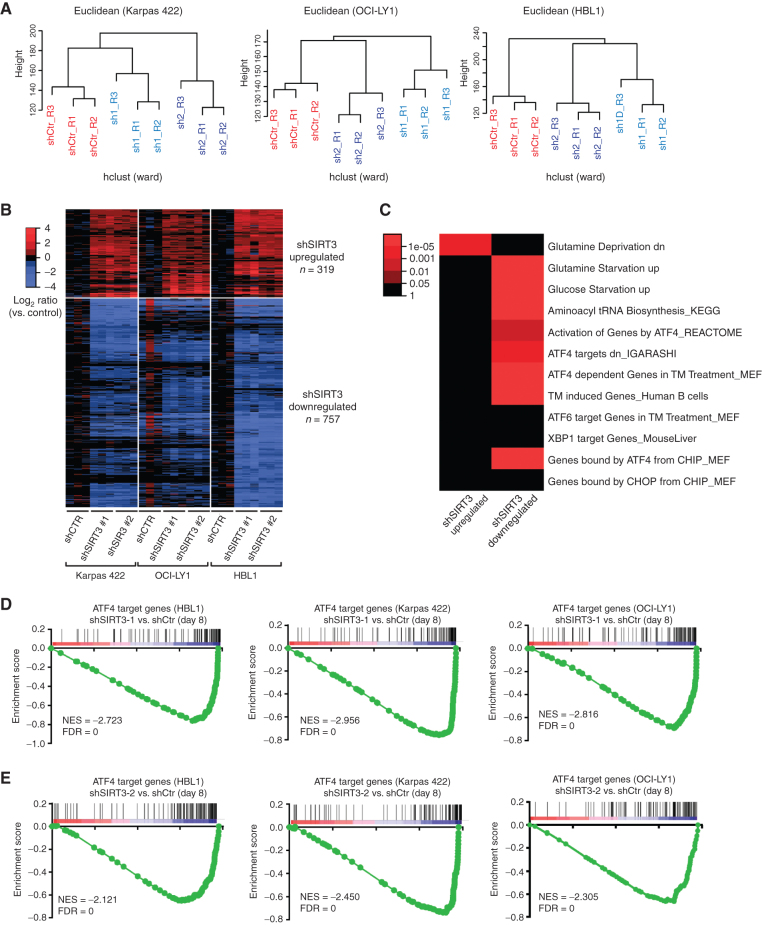
Knocking down SIRT3 caused ATF4 signaling inhibition but not HIF1a. **A,** Dendrograms from hierarchical clustering of RNA-seq data from three DLBCL cells lines transduced with lentiviruses containing control (scramble) or two SIRT3 shRNAs. **B,** Heatmap showing differential expression in SIRT3 knockdown cells versus control (FC > 1.5, *q* < 0.05). **C,** Heatmap showing enrichment of SIRT3 knockdown signatures within key pathways. CHIP, chromatin immunoprecipitation; CHOP, C/EBP homologous protein; dn, down; KEGG, Kyoto Encyclopedia of Genes and Genomes; MEF, mouse embryonic fibroblast; TM, tunicamycin. **D,** GSEA (51, 52) showing the enrichment of ATF4 target genes in SIRT3-downregulated genes in Karpas 422, OCI-LY1, and HBL1 cells with SIRT3 sh1 versus control scramble shRNAs. The rank lists were from RNA-seq analysis from **B**. ATF4 target genes were summarized from previous publications (17, 18). **E,** GSEA (51, 52) showing the enrichment of ATF4 target genes in SIRT3-downregulated genes in Karpas 422, OCI-LY1, and HBL1 cells with SIRT3 sh2 versus control scramble shRNAs. The rank lists were from RNA-seq analysis from **B**. The same ATF4 target gene list was used here as in **D**.

Previous reports indicated that *Sirt3* can attenuate the function of HIF1α and its downstream transcriptional effects in epithelial tumor cells (12, 13). Given that HIF1α has oncogenic roles in multiple cancer types, we wondered whether HIF1α might be modulated by SIRT3 in DLBCLs as well. In contrast to ATF4, there was no enrichment and instead mostly a trend toward depletion of HIF1α target genes in SIRT3 knockdown DLBCL cells (Supplementary Fig. S1B). 

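The set of HIF1 targets used here had 54 tested genes, with a mean log2 fold change of −0.16 with shSIRT3-1 and −0.0022 with shSIRT3-2 (limma camera, Benjamini-Hochberg adjusted p = 0.90 and 0.13, and 0.97 and 0.071 with the replicate block). The medians were −0.04 and 0.13. The mean with shSIRT3-2 changed sign under quantile normalization (0.04), under median-ratio scaling (0.03), with a pseudocount of 1 (0.02) and without replicate 2 (0.09). Without replicate 2 it passed the threshold as a rise (limma camera, Benjamini-Hochberg adjusted p = 0.020, from 0.020 to 0.736 over its 10 alternatives). In the preranked test of each line, the NES was −1.01 and 1.17 in Karpas422 and −1.17 and −1.15 in HBL1 (permutation tests, Benjamini-Hochberg adjusted p between 0.28 and 0.51). In OCI-LY1 it was −2.06 with shSIRT3-1 and 2.00 with shSIRT3-2 (permutation tests, Benjamini-Hochberg adjusted p = 0.00054 and 0.00088), which are opposite in direction. The mean score of the set there was 4.60 ± 0.33 with shCtr, 4.43 ± 0.24 with shSIRT3-1 and 4.79 ± 0.72 with shSIRT3-2 (SD, n = 3 each). These shifts lie within the spread between replicates, which the permutation of genes does not measure. In that line alone, limma camera gave Benjamini-Hochberg adjusted p of 0.40 and 0.040. HIF1A (chromosome 14, 62162231 to 62214977) had a log2 fold change of 0.20 (standard error 0.08, adjusted p = 0.056, limma with Benjamini-Hochberg adjustment) with shSIRT3-1 and −0.73 (standard error 0.08, adjusted p = 6.3e-07) with shSIRT3-2. Its rise with shSIRT3-1 passed the threshold under quantile normalization, under median-ratio scaling and in the edgeR tests on genes that passed the filter, the edgeR tests chosen after seeing the data. Of the HIF1 targets, 4 were called lower with both shRNAs, and 5 also stand in the set of ATF4 targets. DDIT4 (chromosome 10, 74033678 to 74035794) had log2 fold changes of −2.15 (standard error 0.44, adjusted p = 0.00041, limma with Benjamini-Hochberg adjustment) and −2.24 (standard error 0.44, adjusted p = 0.00030). VEGFA had −2.18 and −1.99, and VLDLR had −2.23 and −1.12. The responses of DDIT4 and VLDLR differed between the lines (limma interaction test, Benjamini-Hochberg adjusted p = 0.010 and 0.032), and without replicate 2 VEGFA and VLDLR no longer passed with shSIRT3-2 (limma, Benjamini-Hochberg adjusted p = 0.099 and 0.278, the highest over their 10 alternatives, the lowest being 0.00045 and 0.00064).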

HIF1α stability was enhanced by loss of SIRT3 under hypoxic conditions in two transformed adherent epithelial cell lines (HEK-293T and HCT116), consistent with previous reports in solid tumor cells (refs. 12, 13; Supplementary Fig. S1C). In contrast, we did not observe accumulations of HIF1α protein after SIRT3 knockdown in either normoxic (21%) or hypoxic (1%) conditions in DLBCL cell lines (Supplementary Fig. S1D). Therefore, SIRT3 regulation of HIF1 appears to be context dependent, while SIRT3 signals through different mechanisms in DLBCL cells.

### SIRT3 Deficiency Suppresses ATF4 Translation but Not Transcription

Our transcriptional profiling studies pointed to ATF4 being regulated by SIRT3 in DLBCL cells. Therefore, we next examined ATF4 expression after SIRT3 depletion in DLBCL cells. SIRT3 knockdown with two independent shRNAs resulted in reduction of ATF4 protein abundance in five independent DLBCL cell lines regardless of subtype (Fig. 2A; Supplementary Fig. S2A). However, ATF4 mRNA abundance did not change in qPCR assays of DLBCL cells with SIRT3 shRNAs (Fig. 2B and C). In contrast, there was significant transcriptional downregulation of the ATF4 target gene *PSAT1* in the same experiments, consistent with the reduction in ATF4 protein and downregulation of the ATF4 transcriptional program. After SIRT3 knockdown, ATF4 mRNA abundance remained stable even when measured at different time points (Fig. 2D).

**Figure 2.**
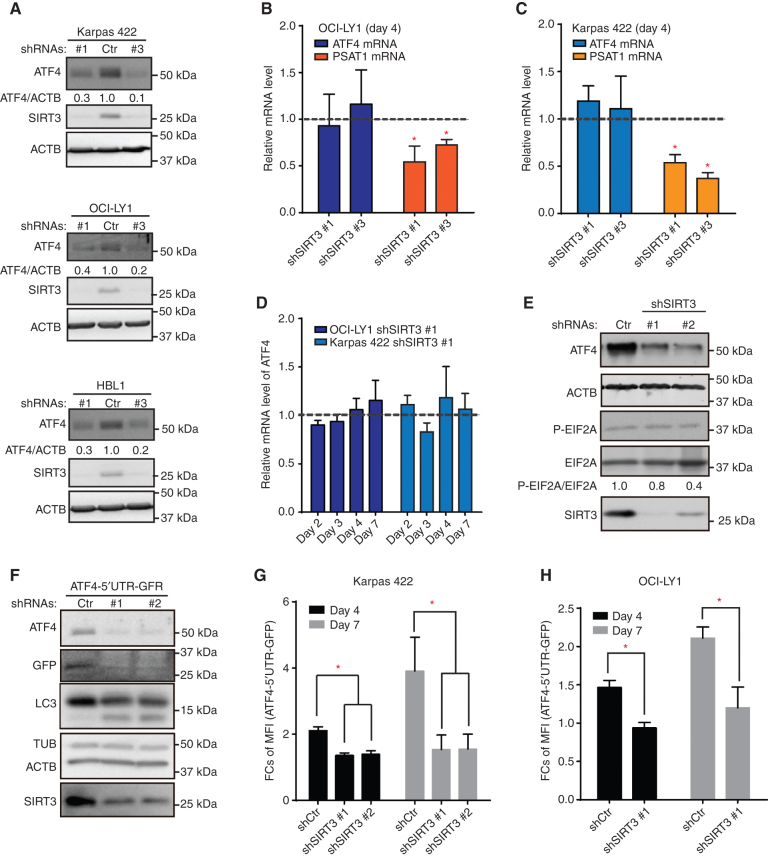
Knockdown SIRT3 caused ATF4 protein decrease via translation regulation. **A,** Western blots show ATF4 protein levels in different DLBCL cells with control or SIRT3 shRNAs. SIRT3 was blotted showing knockdown efficiency, and ACTB was used as reference protein control. **B,** qPCR results reflect the mRNA levels of ATF4 and PSAT1 in OCI-LY1 cells. Samples were harvested at day 4 after viral transduction. Results were normalized to the mRNA levels in control shRNA–transduced cells. **C,** qPCR results reflect the mRNA levels of ATF4 and PSAT1 in Karpas 422 cells. Samples were harvested at day 4 after viral transduction. Actin mRNA was used as reference, and results were normalized to the mRNA levels in control shRNA–transduced cells. **D,** qPCR results show the relative levels of ATF4 mRNAs in different cell lines at different time points after shRNA transduction. Samples were harvested at days 2, 3, 4, and 7 after viral transduction. Actin mRNA was used as reference, and results were normalized to the mRNA levels in control shRNA–transduced cells. **E,** Western blots show changes of phosphorylation of EIF2A and ATF4 protein levels in Karpas 422 cells with control or SIRT3 shRNAs. Total EIF2A and ACTB were blotted as loading controls. **F,** Western blots show GFP expression from the ATF4-5′UTR-GFP reporter and endogenous ATF4 protein levels in Karpas 422 cells with control or SIRT3 shRNAs. Tubulin and ACTB were blotted as loading controls. **G,** FCs of mean fluorescence intensity (MFI) of GFP expressed from the ATF4-5′UTR-GFP translation reporter in Karpas 422 cells with control or SIRT3 shRNAs. The data were collected from days 4 and 7 after viral transduction. MFI of normal yellow fluorescent protein (YFP) expression in control or SIRT3 knockdown cells were used for normalization to avoid background translation variations. **H,** FCs of MFI of GFP expressed from the ATF4-5′UTR-GFP translation reporter in OCI-LY1 cells with control or SIRT3 shRNAs. The data were collected from days 4 and 7 after viral transduction. MFI of normal YFP expression in control or SIRT3 knockdown cells were used for normalization to avoid background translation variations. Error bars represent the mean ± SD of three or more replicates.

ATF4 protein levels are reported to be regulated through translational mechanisms under stress conditions (16). The ATF4 mRNA contains a 5′-UTR (untranslated region) region with various regulatory elements responsive to translational control (21) by eukaryotic translation initiation factor 2A (EIF2A). Without stress, EIF2A is not phosphorylated and ATF4 translation is low; under stress, EIF2A is phosphorylated on Ser51 and ATF4 translation is activated. Despite this, there was no obvious difference in EIF2A phosphorylation after SIRT3 knockdown (Fig. 2E). To further explore its translational control, we employed a fluorescent reporter for ATF4 translation, generated by fusing the ATF4 5′-UTR with a GFP open reading frame (ATF4-5′UTR-GFP; ref. 22). To validate the reporter in our lymphoma system, we performed Western blots in DLBCL cells expressing the ATF4-5′UTR-GFP after induction of SIRT3 or control shRNA. Immunoblotting for either endogenous ATF4 or for GFP expressed from the ATF4-5′UTR-GFP reporter showed that both proteins were strongly downregulated by SIRT3 depletion (Fig. 2F; Supplementary Fig. S2B), confirming the suitability of this construct to reflect ATF4 protein regulation. Using this reporter system, we confirmed that ATF4 translation was inhibited in both Karpas 422 and OCI-LY1 cells (Supplementary Fig. S2C) at day 4 and day 7 after SIRT3 knockdown using flow cytometry (Fig. 2G and H). Thus, SIRT3 drives ATF4 protein expression through translational regulation, and loss of SIRT3 impairs ATF4 protein translation with consequent downregulation of ATF4 target genes.

### ATF4 Is Required for DLBCL Proliferation and Contributes to the Oncogenic Effects of SIRT3 in DLBCL Cells

Because SIRT3 knockdown leads to proliferation arrest and apoptosis of DLBCL cells, we wondered whether this could be attributed to the reduction in ATF4 levels. To determine whether this might be the case, we first performed knockdown studies using two independent ATF4 shRNAs in a panel of DLBCL cell lines (Supplementary Fig. S3A). Notably, ATF4 depletion markedly impaired proliferation across DLBCL cell lines regardless of disease subtype (Fig. 3A), indicating their dependency on sustained ATF4 expression. To explore to what extent reduction of ATF4 contributes to the antilymphoma effect of SIRT3 depletion, we performed rescue experiments with exogeneous ATF4 in SIRT3-deficient DLBCL cells. We first compared inhibition of cell proliferation by SIRT3 shRNA with or without ATF4 expression. Consistent with prior reports (9), SIRT3 shRNA completely blocked cell proliferation after 5 days of culture, whereas ectopic expression of ATF4 alone had no effect (Fig. 3B). However, ectopic expression of ATF4 partially rescued the proliferation arrest induced by SIRT3 depletion (Fig. 3B; Supplementary Fig. S3B). This effect was validated in two additional DLBCL cell lines (Karpas 422 and OCI-LY1; Fig. 3C; Supplementary Fig. S3B). SIRT3 knockdown was also shown to induce cell death in DLBCL cells (9). This effect was also partially rescued by ectopic ATF4 expression in DLBCL cells after SIRT3 knockdown (Fig. 3D; Supplementary Fig. S3C). Exogenous ATF4 expression was higher than endogenous protein and was not affected by SIRT3 shRNAs (Supplementary Fig. S3D) because the cDNA of exogenous ATF4 does not contain its regulatory 5′UTR region. Collectively, these data point to a critical role of ATF4 in maintaining proliferation and survival of DLBCL cells downstream of SIRT3.

**Figure 3.**
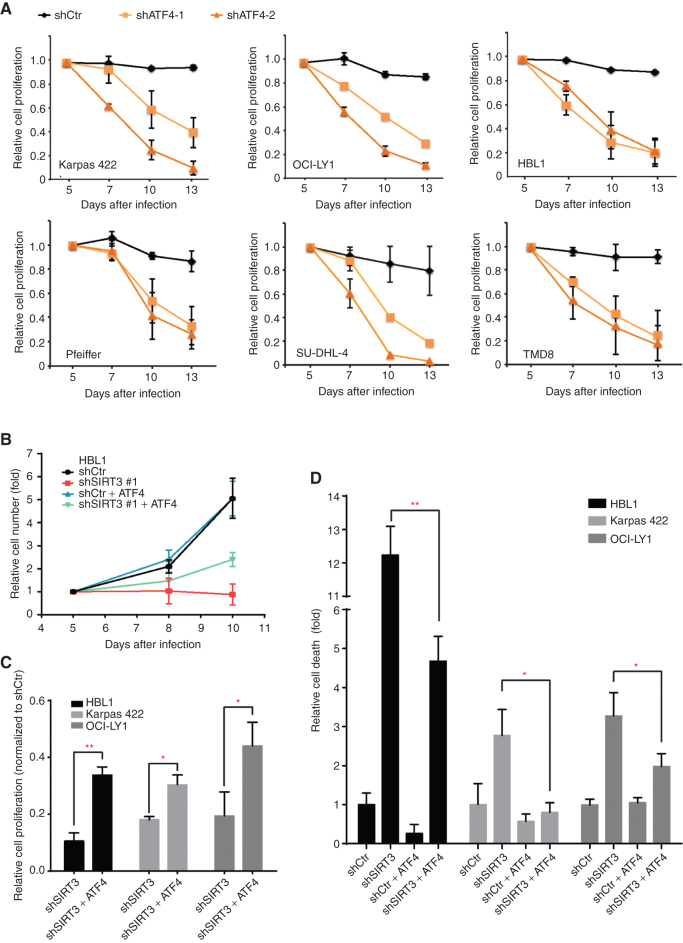
ATF4 is required in DLBCL cells and is partially responsible for SIRT3′s functions to promote DLBCL cell proliferation and survival. **A,** Effect of ATF4 knockdown on the proliferation of DLBCL cell lines. Each cell line was infected with lentivirus expressing control or ATF4 shRNAs and yellow fluorescent protein (YFP), and YFP^+^ viable (DAPI^−^) cells were monitored by flow cytometry for 8 days. **B,** FCs of cell numbers of HBL1 cells expressing control or SIRT3 shRNA with or without exogeneous ATF4. HBL1 cells were transduced with viral vectors containing shRNAs or genes as presented. Cell number changes were normalized to data of initial time point (day 3 after infection). **C,** Summarized results show the rescue effects of exogenous ATF4 to SIRT3 shRNA-induced cell proliferation inhibition in different DLBCL cells. The data were summarized from day 10 after infections and normalized to the cell numbers of their respective control shRNA–expressing cell. **D,** Effects of exogenous ATF4 on different DLBCL cells expressing control or SIRT3 shRNAs. Dead cells were stained with DAPI and quantified through flow cytometry. The relative cell death was calculated by normalizing the percentage of dead cells in control shRNA–expressing cells in respective cell lines. *, *P* < 0.05; **, *P* < 0.01. Error bars represent the mean ± SD of three or more replicates.

### ATF4 Expression Is Associated with SIRT3 Levels in Primary Lymphoma Cells

Sirt3 knockout was reported to impair lymphomagenesis in *VavP-Bcl2* mice, which was associated with a reduction in TCA cycle intermediates as well as induction of autophagy (9). Given our data showing that SIRT3 is required to maintain ATF4 expression in DLBCL cell lines, we next examined whether this was also the case in primary lymphomas developing *in vivo*. Using Western blots, we showed that indeed ATF4 protein levels were significantly decreased in *VavP-Bcl2;Sirt3*^−/−^ versus *VavPBcl2;Sirt3*^WT^ primary lymphomas (Fig. 4A and B). We also examined the degree of autophagy in these tumors by determining their LC3II and LC3I ratios by Western blot analysis, which confirmed higher levels of autophagy in *Sirt3*^−/−^ lymphomas (Supplementary Fig. S4A). Further analysis revealed a strong and significant negative correlation between autophagy (LC3II/LC3I ratios) and ATF4 (ATF4/ACTB) level (Fig. 4C), suggesting that autophagy may be linked to suppression of ATF4. Finally, although ATF4 protein showed positive correlation with the relative abundance of phospho-EIF2A (p-EIF2A/EIF2A; Fig. 4D), the phospho-EIF2A levels only showed the trend of decrease in *Sirt3*^−/−^ versus *Sirt3*^WT^ lymphomas cells but was not statistically significant (Fig. 4E). Splenomegaly is an indicator of tumor burden, and we observed generally positive correlation between ATF4 protein abundance and degree of splenomegaly (Fig. 4F). DLBCLs arise from GC B cells, which are highly self-limited in their replicative capacity (23). Western blots performed in primary human DLBCLs and GC B cells revealed generally high levels of ATF4 in the lymphomas versus their normal B-cell counterparts (Fig. 4G). Accordingly, ATF4 target genes were also significantly enriched in human DLBCL tumors compared with normal GC B cells (Fig. 4H), as well as when comparing DLBCL cell lines with GC B cells (Supplementary Fig. S4B). Hence, ATF4 is aberrantly expressed in primary murine and human lymphomas, where it appears to be linked to SIRT3 expression and inversely correlated with autophagy.

**Figure 4.**
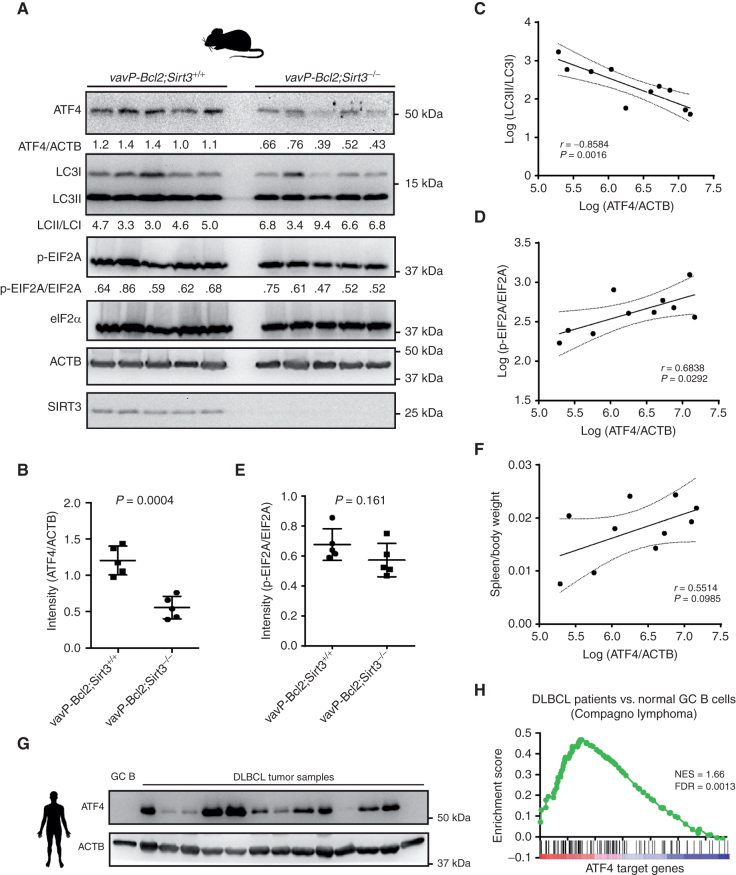
ATF4 protein level is decreased in *vavP-Bcl2;Sirt3*^−/−^ mice and associated with lymphoma progression. **A,** Western blot results show the protein levels of ATF4, LC3, EIF2A, ACTB, and SIRT3 in splenocytes from *vavP-Bcl2;Sirt3*^+/+^ and *vavP-Bcl2;Sirt3*^−/−^ mice. The protein amounts were quantified with densitometry results. **B,** Summarized results of ATF4 protein level normalized to ACTB in splenocytes from *vavP-Bcl2;Sirt3*^+/+^ and *vavP-Bcl2;Sirt3*^−/−^ mice. The protein amounts were quantified with densitometry results from Western blots. **C,** Correlation between levels of autophagy (LC3II/LC3I) and ATF4 (ATF4/ACTB) in splenocytes from *vavP-Bcl2;Sirt3*^+/+^ and *vavP-Bcl2;Sirt3*^−/−^ mice. The data for correlation study were obtained with densitometry results from Western blots. **D,** Correlation between levels of phospho-EIF2A (p-EIF2A/EIF2A) and ATF4 (ATF4/ACTB) in splenocytes from *vavP-Bcl2;Sirt3*^+/+^ and *vavP-Bcl2;Sirt3*^−/−^ mice. The data for correlation study were obtained with densitometry results from Western blots. **E,** Summarized results of phospho-EIF2A level normalized to total EIF2A in splenocytes from *vavP-Bcl2;Sirt3*^+/+^ and *vavP-Bcl2;Sirt3*^−/−^ mice. The protein amounts were quantified with densitometry results from Western blots. **F,** Correlation between splenomegaly phenotype (spleen/body weight) and levels of ATF4 (ATF4/ACTB) in splenocytes from *vavP-Bcl2;Sirt3*^+/+^ and *vavP-Bcl2;Sirt3*^−/−^ mice. ATF4 levels were quantified with densitometry results from Western blots. **G,** Western blot results show ATF4 levels from human DLBCL tumor samples or normal GC B cells from human tonsil. ACTB levels were used as loading control. **H,** GSEA shows the enrichment of ATF4 target genes in DLBCL tumors versus normal GC B cells. Gene expression data were from published microarray data (53). Error bars represent the mean ± SD of three or more replicates.

### ATF4 Protein Levels Are Controlled through a SIRT3–GDH–TCA–Autophagy–ATF4 Cascade

SIRT3 mediates proliferation and survival in DLBCL by driving glutamine into the TCA cycle through enhanced GDH activity, which in turn leads to increased production of metabolic precursors such as acetyl-CoA (AcCoA) and prevents destructive autophagy—thus delineating a crucial SIRT3–GDH–TCA cycle–autophagy pathway (9). Following this pathway in DLBCL cells by Western blot analysis after SIRT3 knockdown confirmed that reduction of ATF4 was accompanied by induction of autophagy as shown by LC3II/LC3I ratios as well as reduction of histone acetylation, which reflects impaired production of AcCoA from the TCA cycle (ref. 14; Supplementary Fig. S5A). To determine the relative position of ATF4 in this critical SIRT3-regulated pathway, we next tested whether exogeneous ATF4 could rescue the induction of autophagy induced by SIRT3 knockdown. Remarkably, even though exogenous ATF4 was expressed robustly, there was no rescue of autophagy activation induced by loss of SIRT3 (Fig. 5A). These data place suppression of ATF4 downstream of autophagy activation in SIRT3-deficient DLBCL cells.

**Figure 5.**
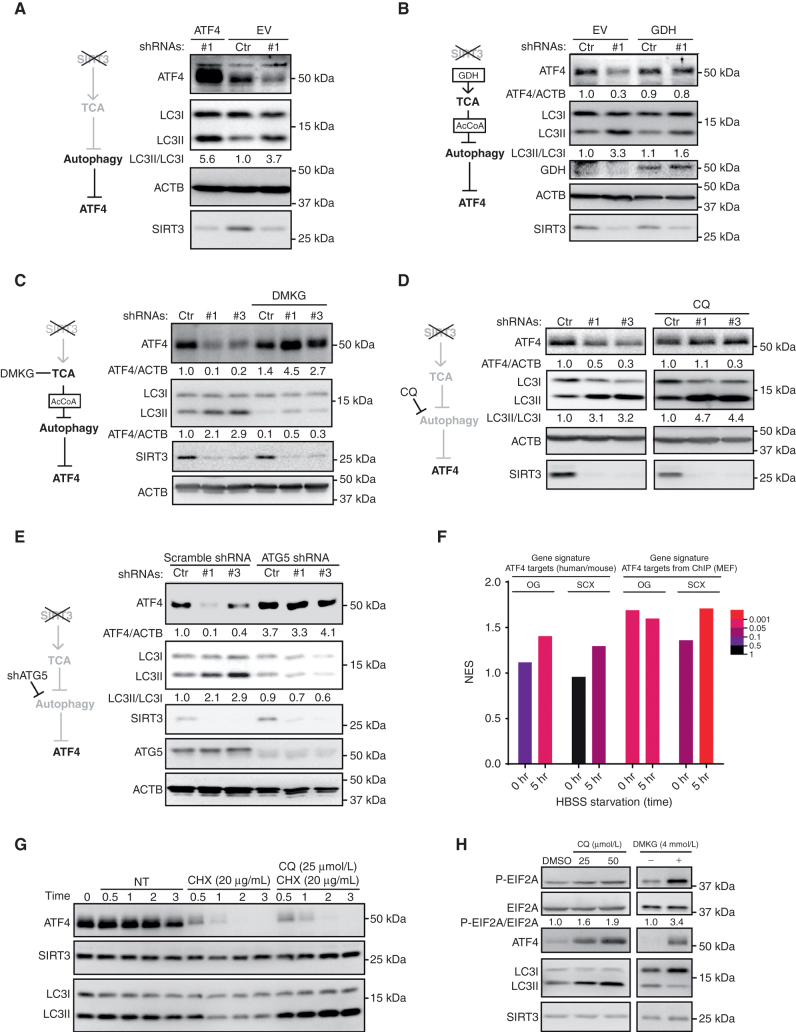
ATF4 protein level is regulated downstream of the SIRT3–GDH–TCA cycle–autophagy cascade. **A,** Western blots show the effects of ATF4 expression to autophagy activation induced by SIRT3 shRNA in Karpas 422 cells. Protein level changes were quantified with densitometry results. Hypothetical cascade model is presented to the left. EV, empty vector. **B,** Western blots show the ATF4 protein level being rescued by exogenous GDH in SIRT3 knockdown Karpas 422 cells. Protein level changes were quantified with densitometry results. Hypothetical cascade model is presented to the left. **C,** Western blots show the ATF4 protein level being rescued by DMKG in SIRT3 knockdown Karpas 422 cells. Protein level changes were quantified with densitometry results. Hypothetical cascade model is presented to the left. **D,** Western blots show the ATF4 protein level being rescued by CQ (50 μmol/L) in SIRT3 knockdown Karpas 422 cells. CQ treatment was done in 16 to 18 hours, followed by immunoblot with the indicated antibodies. Densitometry values are shown for ATF4/ACTB and LC3II/LC3I ratios. Hypothetical cascade model is presented to the left. **E,** Western blots show the changes of ATF4 protein level control or ATG5 knockdown Karpas 422 cells with control or SIRT3 shRNAs. Protein level changes were quantified with densitometry results. Hypothetical cascade model is presented to the left. **F,** Summarized bar plot shows the NES (*y*-axis) and FDRs (bar colors) of results from GSEA using published proteomic data (24). NES show the enrichment of ATF4 target genes (human and mouse) or ATF4 target genes from ChIP (mouse embryonic fibroblasts, MEF) in Atg5 knockout MEF cells in normal or starvation (5 hours) treatment condition. The experiments were done with stable isotope labeling by amino acids in cell culture (SILAC) coupled with off-gel fractionations (OG) and strong cation exchange chromatography (SCX) methods. HBSS, Hank's Balanced Salt Solution. **G,** Western blots show ATF4 protein levels under CHX and CQ treatment in Karpas 422 cells. Protein samples were collected at the indicated time points after treatment to monitor the kinetics of ATF4 degradation. SIRT3 and LC3 were blotted as controls. NT, not treated. **H,** EIF2A phosphorylation from Karpas 422 cells exposed to two different doses of CQ or DMSO, or to DMKG treatment. Proteins were blotted with the indicated antibodies, and the densitometry showed relative abundance of phospho-EIF2A over total EIF2A.

To further support this notion, we attempted to prevent ATF4 downregulation through rescue of the SIRT3 pathway at various, more upstream stages. GDH is the key direct deacetylation substrate of SIRT3 in DLBCL cells, and ectopic expression of this enzyme can rescue autophagy and proliferation arrest due to SIRT3 depletion (9). Here we show that ectopic expression of GDH also rescues ATF4 protein expression in DLBCL cells and prevents strong induction of autophagy (Fig. 5B). Downstream of GDH, the effects of SIRT3 depletion in DLBCL cells can also be rescued by administration of exogenous sources of α-KG (such as DMKG, dimethyl-α-Ketoglutarate) that bypass GDH to directly enter the TCA cycle (9). Notably we found that DMKG prevented autophagy activation, generation of LC3II, and ATF4 downregulation in DLBCL cells transduced with SIRT3 shRNA (Fig. 5C), which suggest that the metabolic signals from the TCA cycle may help sustain ATF4 protein level.

Autophagy occurs downstream of TCA cycle impairment after SIRT3 knockdown and is not rescued by ATF4, while DMKG blocks autophagy and rescues ATF4 protein reduction in SIRT3-depleted cells. Therefore, it is likely that ATF4 was regulated downstream of autophagy induced by SIRT3 depletion. To test this, we used two autophagy inhibitors, chloroquine (CQ) and bafilomycin A1 (BafA1), to inhibit the late stage of autophagy, lead to accumulation of LC3II, and rescue the reduction of ATF4 in SIRT3-depleted cells (Fig. 5D; Supplementary Fig. S5B). Furthermore, we suppressed autophagy by knocking down the critical autophagy gene, for example, *ATG5*, a critical autophagy gene for the autophagosome formation. DLBCL cells with ATG5 shRNAs manifested impaired autophagy and resistance to SIRT3 knockdown (9). Here we observed that ATG5-depleted DLBCL cells also showed some resistance to the inhibition of ATF4 by SIRT3 knockdown (Fig. 5E). As expected, ATG5 depletion also impaired autophagy (LC3II/LC3I ratios) induced by SIRT3 shRNA. The relation between autophagy and ATF4 may not be limited to DLBCL cells, because our reanalysis of proteomic profiles generated in ATG5 knockout mouse embryonic fibroblasts (MEF) by Robin and colleagues (24) generally showed significant upregulation of proteins encoded by ATF4 target genes (Fig. 5F; Supplementary Fig. S5C–S5F). This effect was further enhanced in starvation condition, consistent with the known responsiveness of ATF4 to nutrient signaling (Fig. 5F).

Given these results, we next considered how autophagy might regulate ATF4 expression. Many proteins (e.g., p62) are degraded through autophagy-mediated lysosomal degradation (25). To explore whether autophagy induces ATF4 protein degradation, we evaluated its half-life in cycloheximide (CHX)-treated cells and observed that the protein is extremely rapidly degraded in DLBCL cells, essentially disappearing within 2 hours after CHX blockade. However, ATF4 stability was not enhanced (Fig. 5G; Supplementary Fig. S5G) when we used CQ to block autophagy-related lysosomal protein degradation (26). In contrast, the proteasome inhibitor MG132 did maintain ATF4 protein stability in CHX-treated cells (Supplementary Fig. S5H). Though autophagy does not control ATF4 protein level directly, we observed that both DMKG and CQ can block autophagy at early and late stages, respectively, and induced the phosphorylation of EIF2A at serine 51 (Fig. 5H). This finding shows that autophagy negatively regulates ATF4 translation, which is consistent with the effect of SIRT3 depletion in DLBCL cells.

Collectively these data indicate that ATF4 downregulation is dependent on induction of autophagy and functions downstream of the SIRT3–GDH–TCA–autophagy cascade, where its translational regulatory state represents a critical vulnerability to DLBCL cells.

### ATF4 Accumulation Is a Response to Amino Acid Flux Regulated by SIRT3 and Autophagy

ATF4 translation is known to be induced by metabolic stress, such as amino acid deprivation (16). The high metabolic demands of DLBCL cells can exhaust nutrients in the culture medium within 48 hours and stimulate ATF4 translation (Fig. 6A). Replenishment with fresh medium to restore nutrients blocked the ATF4 translation, whereas SIRT3-depleted cells neither induced ATF4 translation nor reacted to the nutrient level changes in either medium condition (Fig. 6A). Activation of ATF4 translation was also impaired in SIRT3-deficient cells under glutamine starvation (Fig. 6B and C) but less affected in ER stress induced by tunicamycin. These data suggest that SIRT3 depletion specifically altered the nutrient conditions in DLBCL cells, which in turn interfered with the conditions for ATF4 translation. In contrast, general protein translation as reflected by the yellow fluorescent protein (YFP) reporter was not affected in either nutrient or ER stress conditions (Supplementary Fig. S6A).

**Figure 6.**
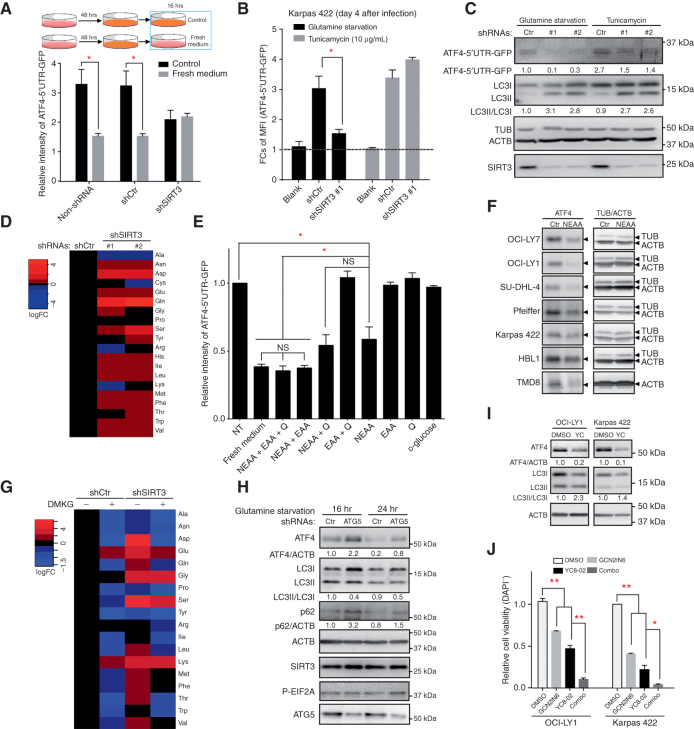
ATF4 translation and protein level respond to nutrient level and are regulated by autophagy. **A,** FCs of mean fluorescence intensity (MFI) of the GFP reporter expressed from the ATF4-5′UTR-GFP translation reporter in Karpas 422 cells containing control or SIRT3 shRNAs under different culture conditions. Top, experiments were done as in the schema. Briefly, cells were cultured with fresh medium for 48 hours and then replenished with same volume of fresh medium or maintained without replenishment (as a control) for another 16 hours. The *y*-axis denotes GFP signal intensity relative to control cells without expression of reporter, determined with MFI of GFP signals from flow cytometer. **B,** FCs of MFI of the GFP reporter expressed from the ATF4-5′UTR-GFP translation reporter in Karpas 422 cells with control or SIRT3 shRNAs under control or glutamine starvation or tunicamycin (10 μg/mL) treatment. Both starvation and tunicamycin treatment were maintained for 15 hours at day 4 after viral transduction. **C,** Western blot results show the GFP expression from the ATF4-5′UTR-GFP translation reporter in Karpas 422 cells from **B**. **D,** The heatmap shows that relative abundances of amino acids were detected by metabolic profiling from Karpas 422 cells transduced with SIRT3 or control shRNAs. The metabolite levels were mean value from five to six replicate samples obtained on day 6 after infection. **E,** Relative activities of the ATF4-5′UTR-GFP reporter in Karpas 422 were cultured for 48 hours, replenished with fresh media or with the indicated nutrients, and then assessed for ATF4 translation reporter activity 16 hours later. The *y*-axis denotes GFP signal intensity relative to control cells without expression of reporter, determined with MFI of GFP signals from flow cytometer. NT, not treated; Q, glutamine. **F,** Western blots show ATF4 protein levels from the indicated cell lines cultured as in **A** and **E**, and then replenished with NEAA or not replenished, after which immunoblots were performed for ATF4, with tubulin and actin as loading controls, in control or NEAA-added conditions. **G,** The heatmap shows the amino acid abundance measured with LC/MS from Karpas 422 cells transduced with SIRT3 or control shRNA and cultured with or without DMKG supplementation. The values show the average logFC from three replicates in amino acid abundance as compared with DSMO-treated control shRNA–transduced cells. **H,** Western blot results show ATF4 level changes in control or ATG5 knockdown Karpas 422 cells under glutamine starvation condition. Samples were collected at different time points, and protein level changes were quantified with densitometry results. **I,** Western blots show the ATF4 and autophagy changes in Karpas 422 cells treated with DMSO or YC8-02 (YC; 3 μmol/L) for 40 hours. Cell lysates were subjected to Western blot using the indicated antibodies. Protein levels were quantified with densitometry results. **J,** The barplot shows the relative cell viability after OCI-LY1 and Karpas 422 cells were treated with DMSO, YC8-02 (OCI-LY1: 6 μmol/L; Karpas 422: 2 μmol/L), GCN2IN6 (OCI-LY1: 7.5 μmol/L; Karpas 422: 10 μmol/L), and combinations for 72 hours. Cells were subject to flow cytometry for viability tests (DAPI staining) and counting. *, *P* < 0.05; **, *P* < 0.01. NS, not significant. Error bars represent the mean ± SD of three or more replicates.

Metabolic stress–induced ATF4 translation is normally activated upon depletion of amino acids. However, our metabolic profiling on intracellular amino acids in SIRT3-deficient versus control DLBCL cells revealed a global increase of both essential and nonessential amino acids (EAA and NEAA; Fig. 6D). SIRT3 induces efficient incorporation of glutamine into the TCA cycle, thus creating constant amino acid demand, whereas SIRT3 knockdown blocks glutaminolysis and induces accumulation of glutamine (9). Moreover, autophagy-induced protein degradation can increase cellular amino acids, including glutamine (27, 28). Hence, due to both reasons, amino acid accumulation, especially glutamine, may explain the suppression of ATF4 translation caused by SIRT3 depletion. To test this, we specifically cultured the DLBCL cells in mediums with high levels of l-glutamine, d-glutamine, or d-glucose (as control) to see whether glutamine abundance is responsible for the nutrient sensing effects by ATF4. Notably, l-glutamine significantly reduced ATF4 translation at a late time point of 96 hours, but not at the earlier 48-hour time point where we already see ATF4 activation after nutrient depletion (Supplementary Fig. S6B), suggesting that there may be additional amino acids contributing to control ATF4 translation in DLBCL cells. We therefore cultured DLBCL cells with a supplement of NEAAs, EAAs, l-glutamine, d-glucose, or in combinations. Strikingly, NEAAs and their combinations with other nutrients inhibited the ATF4 translation at earlier time points to similar levels as complete media (Fig. 6E). Administering NEAAs attenuated accumulation of ATF4 protein in multiple DLBCL cell lines regardless of cell of origin, subtypes, or somatic mutations (Fig. 6F).

These data suggest ATF4 translation is highly sensitive to NEAA flux in DLBCL cells. Indeed, SIRT3 depletion induced accumulation of most NEAAs (Fig. 6D). According to our data and the literature (27–29), amino acid accumulation could result from impaired TCA cycle metabolism and autophagy. Thus, restoring the TCA cycle and inhibiting autophagy might be expected to prevent accumulation of amino acids in SIRT3-depleted cells, which in turn might lead to further upregulation of ATF4 (27, 28). Indeed, we showed that DMKG can block autophagy and restore ATF4 protein levels in SIRT3-depleted cells (Fig. 5C). Here, we further observed that DMKG can attenuate most of the amino acid accumulation caused by SIRT3 knockdown (Fig. 6G). Blocking autophagy by depleting ATG7 was also shown to reduce amino acid abundance in starved cells (27), and accordingly we observed that ATG5 depletion in DLBCL and 293T cells was accompanied by greater induction of ATF4 upon glutamine starvation (Fig. 6H and Supplementary Fig. S6C, respectively). Therefore, autophagy plays a major role in cellular amino acid flux, which in turn tunes the activation of ATF4 translation.

### Inhibition of ATF4 Translation Can Enhance the Cell Toxic Effect Induced by SIRT3 Inhibitor

We previously developed a highly active and selective mitochondrial localized SIRT3 inhibitor called YC8-02 (9). Here, we found that treatment with YC8-02 can also decrease the ATF4 protein level while activating autophagy, similar to SIRT3 knockdown (Fig. 6I). Given that ATF4 shRNA also impaired lymphoma cell growth (Fig. 3A), we wondered whether further antilymphoma activity would be gained by also targeting DLBCL cells through inhibition of ATF4 translation. Thus, GCN2 is an ideal candidate, because it is known to phosphorylate EIF2A and induce ATF4 translation upon amino acid depletion (30–32), and GCN2 inhibitors have been proposed as anticancer drugs (16, 33, 34). For example, compound GCN2IN6 was shown to block translation of ATF4 induced by GCN2 activation and metabolic starvation (33, 34). Accordingly, we observed that GCN2IN6 inhibited cell proliferations of DLBCL cell lines (Supplementary Fig. S6D). Moreover, combined treatment with YC8-02 and GCN2IN6 yielded significantly greater antilymphoma effect as compared with either drug alone (Fig. 6J), as also observed when administering increasing doses of YC8-02 to a fixed dose of GCN2IN6 (Supplementary Fig. S6E). Therefore, blocking ATF4 translation can further sensitize DLBCL cells to the effect of SIRT3 targeted therapy.

Collectively, our data suggest that anaplerotic metabolic homeostasis in DLBCL is critically dependent on a SIRT3–ATF4 functional axis where rapid amino acid flux induced by SIRT3 results in enhanced ATF4 translation to maintain constant availability of amino acids. SIRT3 depletion results in amino acid, especially NEAA, accumulation and compensatory autophagy, which in turn suppresses ATF4 translation due to the global increase in amino acids. This culminates in a vicious circle whereby cells undergo destructive autophagy because they cannot efficiently obtain amino acids from other sources due to downregulation of ATF4 and the amino acids produced through proteolysis cannot be efficiently used for anaplerotic metabolism (Fig. 7).

**Figure 7.**
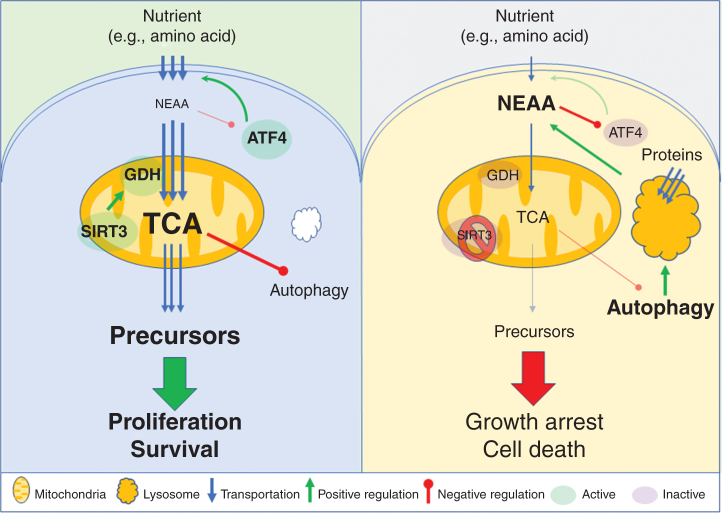
Graphical summary of SIRT3–ATF4 regulation in DLBCLs. Left, DLBCL cells depend on glutamine anaplerosis driven by SIRT3 and GDH to produce metabolic precursors from the TCA cycle for cell survival and proliferation, which also suppress autophagy and the downstream protein recycling in the lysosome. The active proliferation and high metabolic demand of DLBCL cells leads to a shortage of NEAAs and results in translational activation of ATF4, which can transcribe target genes for importation of extracellular nutrients to maintain the amino acid flux. Right, pharmaceutically inhibiting or knocking down SIRT3 suppresses the TCA cycle metabolism as a metabolic engine and decreases the consumption of amino acids (including NEAAs). The reduced TCA cycle metabolism in turn triggers activation of autophagy, which produces amino acids from lysosomal protein degradations to compensate the metabolic suppression. However, the increased amino acids cannot be used in the mitochondria of the defective TCA cycle, but instead block the translation of ATF4 and then shut down the nutrient importation. Together, these induce metabolic stress in DLBCL cells and lead to cell-cycle arrest and death. The larger, bold font indicates more activity or function of indicated proteins or biological activities. The thickness of lines and numbers of arrows indicate the impacts of upstream molecules/biological activities to downstream targets.

## DISCUSSION

Herein we identify a critical SIRT3–ATF4 metabolic functional axis for maintenance of proliferation, survival, and anaplerotic metabolism in DLBCL. Suppression of this axis leads to a vicious cycle of destructive autophagy and cell death in these tumor cells. More specifically, DLBCL cells express high levels of SIRT3, which deacetylates (and thus activates) GDH and other anaplerotic enzymes (like IDH2) to promote efficient entry of amino acids such as glutamine into the TCA cycle. This allows DLBCL cells to generate robust quantities of metabolic intermediates such as AcCoA to support cell growth and proliferation and to suppress autophagy with its associated catabolic destruction of cellular proteins and macromolecules (9). DLBCLs are among the most highly proliferative of all tumors and hence are highly dependent on continuous supply and utilization of nutrients such as amino acids (10, 35). Rapid amino acid flux in DLBCL cells can lead to a state of relative amino acid deprivation, which our data suggest triggers translational upregulation of ATF4. Induction of ATF4 target genes involved in amino acid transport and biosynthesis may play a critical role in this context to maintain a steady supply of amino acids to maintain SIRT3-driven anaplerotic metabolism (16, 36).

In the nutrient-deprived environment, cancer cells can survive by cannibalizing themselves via autophagy to recycle macromolecules, such as proteins and DNA, for energy and survival (24, 27, 28). This metabolic change disrupts production of energy and metabolic precursors in the mitochondria, yielding strong induction in autophagy. Although autophagy can restore key metabolic precursors (27, 37) such as glutamine, this effect is futile when glutamine cannot be efficiently utilized in the TCA cycle to generate AcCoA (38), which would otherwise suppress autophagy. Along these lines, our previous findings showed that SIRT3 plays important roles in supporting the metabolic needs of DLBCL cells (9). SIRT3-deficient DLBCL cells manifested global loss of TCA cycle metabolites, such as citrate, α-KG, and AcCoA, caused by impaired entry of glutamine into the TCA cycle (9). To compensate for this loss, DLBCL cells divert glucose utilization from glycolysis (decreased lactate and 3-phosphoglyceric acid) and biosynthesis (decreased serine biosynthesis) to the TCA cycle, which is still not sufficient to rescue DLBCL cells from SIRT3 loss of function (9). Most critically, both SIRT3 inhibition and autophagy activation led to accumulation of amino acids that results in impaired translation of ATF4. However, these amino acids do not rescue the TCA cycle defects in the absence of SIRT3 function. For example, branched-chain amino acids (BCAA) may also be used in the TCA cycle, and we observed that BCAAs accumulated in SIRT3-depleted cells (Fig. 6D; Supplementary Fig. S6F), possibly due to autophagy activation. Their downstream metabolites (isovalerylcarnitine, 2-methylbutyroylcarnitine, and isobutyryl-L-carnitine) did not increase, which didn't support BCAA metabolism as the alternative source for TCA cycle metabolism. Consequently, DLBCL cells lose a critical “metabolic plasticity” rescue mechanism and undergo proliferation arrest and cell death.

The links between autophagy and ATF4 can be quite complex. For example, ATF4 can induce transcriptional activation of certain autophagy-related genes and thus facilitate induction of autophagy (39). On the other hand, autophagy may downregulate ATF4 by reducing unfolded proteins via ER-associated degradation (ERAD) in ER stress conditions (40). Here, we show that in DLBCL cells, autophagy represses ATF4 accumulation through modulating cellular amino acid levels. In previous studies, there are clues suggesting that autophagy might negatively regulate ATF4 signaling. Indeed, we observed enrichment for the ATF4 activation signature in proteomic data from Atg5 knockout MEFs (24). Similarly, autophagy-deficient (ATG3/ATG7 knockout) HCT116 cells were reported to feature elevated ATF4 target genes in starvation conditions (36). Notably, the effect of autophagy on intracellular amino acids may have a significant impact in regulating ATF4 abundance. Autophagy is an important source of amino acids for certain cancer cells (28). For example, lung cancer cells rely on autophagy to regenerate amino acids, especially glutamine, to support malignant cell proliferation (27, 37). However, SIRT3-depleted DLBCL cells undergo a powerful autophagy response and manifest global increase of amino acid, which together with decreased amino acid flux into the TCA cycle can effectively inhibit ATF4 translation that would normally be induced by amino acid deprivation. Altogether, these data suggest that autophagy can tightly control ATF4 activation in accordance with cellular amino acid levels.

Our results underline that SIRT3 effects can be highly cancer cell context specific (11), a point that is nicely illustrated by the lack of effect of SIRT3 depletion on HIF1α functions in DLBCL cells. Given that both HIF1α and ATF4 are activated by distinct forms of metabolic and cellular stress, these data further point to how distinct tumor types are dependent on different types of stress signaling. For example, studies in murine Eµ-MYC pro–B-cell leukemia/lymphomas suggested that ATF4 is induced by ER stress (41) and MYC-induced nutrient exhaustion (42). However, in human DLBCLs (where MYC translocations are relatively uncommon), it is evident that SIRT3 is critical to drive the nutrient flux to the TCA cycle, with ATF4 playing an essential role by maintaining a constant supply of amino acids as fuel to support anaplerotic metabolism, independent of genetic background and disease subtype. This symbiotic relationship between SIRT3 and ATF4 underlines a novel functional axis between these mitochondrial and nuclear proteins that delineates a crucial metabolic vulnerability in these tumors.

## METHODS

### Human Tonsil and DLBCL Samples

The same samples were collected and used in our previous study (9). Briefly, primary human deidentified leftover tonsil samples and DLBCL samples were obtained and processed under the Institutional Review Board protocols of Weill Cornell Medicine (New York, NY; #0804009762) and the University of Turin (Turin, Italy; #0081521) after written informed consent, in accordance with the Declaration of Helsinki protocol. Human B-cell populations were affinity purified using standard protocols, and GC B-cell purity was determined by flow cytometry analysis of surface logD (BD Pharmingen), CD77 (AbD Serotech), and CD38 (BD Pharmingen; ref. 43).

### Mice

The Research Animal Resource Center of Weill Cornell Medicine approved all mouse procedures. All mice were bred and housed on a 12-hour light/dark cycle. *Sirt3*^−/−^ and 129S1 mice were purchased from The Jackson Laboratory. *VavP-Bcl2* (44), and *Sirt3*^−/−^ mice were crossed to generate *VavP-Bcl2;Sirt3*^−/−^ and *VavP-Bcl2;Sirt3*^+/+^ mice as donor mice for bone marrow transplantation. Six-month or older *VavP-Bcl2;Sirt3*^−/−^ and *VavP-Bcl2;Sirt3*^+/+^ mice were sacrificed for evaluation of ATF4 protein levels. Mice with splenomegaly phenotypes were recognized as mice bearing lymphoma. Splenocytes were collected after red blood cell lysis, counted, and lysed for Western blot analysis.

### Cell Lines and Antibodies

The DLBCL cell lines, OCI-LY1 (Ontario Cancer Institute, OCI), were grown in Iscove's medium supplemented with 10% FBS and penicillin G/streptomycin; HBL-1 (gifted from Jose A. Martinez-Climent, Universidad de Navarra, Pamplona, Spain), TMD8 (gifted from Louis M. Staudt, NCI, Bethesda, MD), Pfeiffer (ATCC), and Karpas 422 and SU-DHL-4 (Deutsche Sammlung von Mikroorganismen und Zellkulturen, DSMZ) were grown in RPMI medium supplemented with 10% FBS, penicillin G/streptomycin, l-glutamine, and HEPES. HCT116 and HEK-293T cell (ATCC) lines were cultured in DMEM supplemented with 10% FBS and 1% penicillin G/streptomycin. All cells were validated by the University of Arizona Genetics Core before being used. Cell lines were tested with MycoAlert PLUS Mycoplasma Detection Kit (Lonza #LT07-705) or cultured with PlasmocinTM Prophylactic (InvivoGen) to prevent *Mycoplasma* contamination. Cells were usually used for experiments within 15 passages after being thawed.

Antibodies of SIRT3 (5940S), ATF4 (11815S), ATG5 (12994S), LC3I/II (12741S), EIF2A (5324P), phospho-EIF2A (3398S), Grp75 (3593S), p62 (5114S), and acetylated histone 3 (8848S) were purchased from Cell Signaling Technology. The histone 3 (09-838) antibody was from Millipore, the GDH (14299-1-AP) antibody was from Proteintech Group, and the ACTB (A5441-2ML) antibody was from Sigma-Aldrich. GCN2IN6 (HY-130240) was purchased from MCE (MedChemExpress).

### Generation of Lentiviruses

Briefly, the pLKO.1 lentiviral expression vector containing the puromycin resistance gene was used to coexpress individual shRNAs with YFP. shRNA constructs of scramble control and against SIRT3 mRNA were reported in our previous study (9). ATF4 shRNA constructs (shATF4-1 and shATF4-2) target human ATF4 mRNAs at 5′-GCCTAGGTCTCTTAGATGATT-3′ and 5′-GCCAAGCACTTCAAACCTCAT-3′, respectively. pLKO.1 was further modified for rescue experiments by inserting sequences containing ATF4-IRES-GFP. The ATF4-5′UTR-GFP reporter was generated by conjugating 5′-UTR of ATF4 mRNA (cloned from Addgene clone #115969) with GFP and inserting it into pLKO.1 vector with scramble control or SIRT3 shRNAs. The lentiviruses were generated by coexpressing VSV-G and delta-8.9 in HEK-293T cells, and then concentrated using PEG-it (System Biosciences). Cells were infected and cultured for at least 3 days before adding puromycin for selection and various biological assays.

### Cell Lysis and Immunoblotting

Normal GC B cells, DLBCL cell lines, or primary DLBCL specimens were lysed using RIPA lysis buffer containing complete protease inhibitor cocktail to prepare whole-cell lysate. Whole-cell lysates were resolved by SDS-PAGE, transferred to polyvinylidene difluoride membrane (Bio-Rad), and probed with the indicated primary antibodies: anti-SIRT3, anti-ATF4, anti-GRP75, anti–acetylated histone 3, anti-LC3, and anti-p62, purchased from Cell Signaling Technology, and anti-ACTB, anti–histone 3, and anti-GDH, purchased from Sigma-Aldrich, Millipore, and Proteintech Group, respectively. Membranes were then incubated with a corresponding peroxidase-conjugated secondary antibody. Protein signals were detected using enhanced chemiluminescence. Densitometry values were obtained by using ImageJ 1.44o.

### Cell Proliferation and Viability Analyses

The methods for these experiments were described in our previous study (20). DLBCL cell lines were infected with lentiviruses carrying control, SIRT3, or ATF4 shRNAs with YFP. Dead cells in control and SIRT3-depleted cells were stained with DAPI (1 μg/mL), and percentages of viable cells (DAPI^−^) were quantified by flow cytometry. The change in the percentage of YFP^+^ population was calculated by normalizing to the first time point (5 days after infection). For growth curves, Karpas 422, OCI-LYI, and HBL-1 cells expressing control or SIRT3 shRNAs were counted over a period of 7 days by trypan blue exclusion. YFP^+^ and YFP^−^ cells were cocultured, and the dilution of the fluorescent dye in YFP^+^ and YFP^−^ cells was monitored after 5 days by flow cytometry. The data were analyzed using FlowJo software.

### ATF4 Translation Reporter Assay

The ATF4-5′UTR-GFP reporter (22) was generated by conjugating 5′-UTR of ATF4 mRNA with GFP and inserting it into pLKO.1 vector with scramble control or SIRT3 shRNAs. Karpas 422 and OCI-LY1 cell lines were infected with these ATF4 translation reporters, and their GFP intensities were monitored with flow cytometry at different time points after infection. The data were analyzed using FlowJo software, and mean fluorescence intensities (MFI) were obtained for quantifications. In Fig. 2G and H, data were analyzed by normalizing to MFI from cells expressing YFP without 5′-UTR of ATF4 to avoid basal variations of ATF4 translation. In Fig. 6B and D, cells were treated at day 4 after infection in glutamine-depleted RPMI medium or with tunicamycin (10 μg/mL) for 15 to 16 hours. MFIs of ATF4-5′UTR-GFP were measured with flow cytometry. The FCs of MFIs were calculated with intensities of ATF4-5′UTR-GFP from treated cells over untreated cells.

### Metabolomic Profiling

The metabolomic studies were done as in our previous study (9). Briefly, Karpas 422 cells were infected with viral vectors containing control or SIRT3 shRNAs. Cells were collected from day 6 after infections after puromycin selection. Cell pellets were flash frozen by dry ice and shipped to Metabolon for nontargeted metabolomic profiling. Metabolomic data were obtained from Metabolon through untargeted metabolomic profiling using DLBCL cell lines. Data were preprocessed to exclude metabolites that contain missing values for ≥20%, and metabolite abundances were log transformed and quantile normalized. Data of 20 amino acids were extracted from all data and plotted as in Fig. 6D.

Metabolic data showed in Fig. 6G were generated from LC/MS. Metabolites were extracted from cell culture with 80% methanol. Metabolite measurement was conducted by LC/MS using a quadrupole-orbitrap mass spectrometer (Q Exactive, Thermo Fisher Scientific) coupled to hydrophobic interaction chromatography via electrospray ionization. The LC separation was done with an XBridge BEH Amide column (150 mm × 2.1 mm, 2.5 mm particle size, 130 A pore size, Waters). Polarity switching mode was used for detection of metabolites in both negative and positive ionization modes, with scan window of m/z 70 to 1,000 at 1 Hz and 70,000 resolution. Solvent compositions were as follows: Solvent A was 20 mmol/L ammonium acetate, 20 mmol/L ammonium hydroxide in 95:5 water:acetonitrile, and pH 9.45, and solvent B was pure acetonitrile. Flow rate was 150 mL/minute, and LC gradient used was as follows: 0 minutes, 85% B; 2 minutes, 85% B; 3 minutes, 80% B; 5 minutes, 80% B; 6 minutes, 75% B; 7 minutes, 75% B; 8 minutes, 70% B; 9 minutes, 70% B; 10 minutes, 50% B; 12 minutes, 50% B; 13 minutes, 25% B; 16 minutes, 25% B; 18 minutes, 0% B; 23 minutes, 0% B; and 24 minutes, 85% B. Injection volume of 10 μL was used. Data were extracted using the MAVEN or El-MAVEN (Elucidata) software (45). Abundance of amino acids was normalized to cell numbers, and cell volumes were evaluated with flow cytometry (46); FCs were calculated by normalizing against values from control cells.

### RNA-seq and Analyses

Total RNA was extracted from DLBCL cell lines expressing control or SIRT3 shRNAs at day 8 after infection using TRIzol (Life Technologies) and RNeasy isolation Kit (Qiagen). RNA concentration was determined using Qubit (Life Technologies), and integrity was verified using Agilent 2100 Bioanalyzer (Agilent Technologies). Libraries were generated using the TruSeq RNA sample kit (Illumina). First-strand synthesis was performed using random oligos and SuperscriptIII (Invitrogen). After second-strand synthesis, a 200-bp paired-end library was prepared following the Illumina paired-end library preparation protocol. Pair-end sequencing (PE50) was performed on Illumina HiSeq2000. RNA-seq results were aligned to hg19 using STAR (47) and annotated to RefSeq using the Rsubread package (48). Unsupervised hierarchical clustering was performed using Euclidean distance and Ward's minimum variance method for the top variable genes within each cell line (95th percentile according to SD). Differential expression was determined using edgeR package glmFit function, correcting for cell line using an additive design model (49, 50). Pathway enrichment of differential expression signatures was calculated using hypergeometric test.

### GSEA

GSEA was done with tools downloaded from the GSEA website (51, 52). Gene lists were either downloaded from the Molecular Signatures Database (MSigDB) or summarized from previous publications (17, 42). Preranked data for cell line GSEA were calculated as the log_2_ ratio of the mean expression among replicates (counts per million). Pre-ranked data for primary cases and GC B cells were calculated as the log_2_ ratio of the mean expression of RMA value (data from accession GSE12195; ref. 53).

### Statistical Analyses

A two-tailed Student *t* test was used to determine the statistical significance of the results. *P* ≤ 0.05 was considered statistically significant. Correlations were determined using Pearson correlation coefficients using GraphPad Prism. Log-rank tests ≤0.05 were standard for significance between subgroups of patients or animals.

### Data Availability

RNA-seq data from this article will be deposited in the Gene Expression Omnibus database. The accession number for the RNA-seq data of DLBCL cells with control or SIRT3 shRNAs is GSE158833.

## Authors' Disclosures

L. Cerchietti reports grants from Leukemia & Lymphoma Society during the conduct of the study, as well as grants from Celgene, NCI, and Leukemia & Lymphoma Society outside the submitted work. H. Lin reports grants from Falk Medical Research Foundation during the conduct of the study, as well as other support from Sedec Therapeutics outside the submitted work. A.M. Melnick reports grants from Falk Foundation during the conduct of the study; grants from Janssen, Epizyme, Sanofi, and Daiichi Sankyo and personal fees from Janssen, Epizyme, AstraZeneca, Bristol Myers Squibb, Daiichi Sankyo, and Exo Therapeutics outside the submitted work; and a patent for 8635-01-US issued. No disclosures were reported by the other authors.

## Authors' Contributions

**M. Li:** Conceptualization, formal analysis, funding acquisition, validation, investigation, visualization, methodology, writing–original draft, project administration, writing–review and editing. **M.R. Teater:** Data curation, software, formal analysis, validation, investigation, writing–original draft. **J.Y. Hong:** Validation, investigation, methodology. **N.R. Park:** Investigation, writing–original draft. **C. Duy:** Conceptualization, investigation, methodology. **H. Shen:** Investigation, methodology. **L. Wang:** Investigation. **Z. Chen:** Data curation, investigation, methodology. **L. Cerchietti:** Conceptualization, resources, investigation. **S.M. Davidson:** Formal analysis, supervision, methodology. **H. Lin:** Conceptualization, supervision, funding acquisition, writing–original draft. **A.M. Melnick:** Conceptualization, resources, supervision, funding acquisition, writing–original draft, project administration, writing–review and editing.

## Supplementary Material

Supplementary Data Click here for additional data file.

Supplementary Data Click here for additional data file.

# Supplementary material for: Translational Activation of ATF4 through Mitochondrial Anaplerotic Metabolic Pathways Is Required for DLBCL Growth and Survival
**Source:** Blood Cancer Discov. 2021 Nov 9;3(1):50–65. doi: 10.1158/2643-3230.BCD-20-0183
**Supplement:** Supplementary Data

## Supplementary Figure S1

**A**

| NES        | Karpas 422 |        | HBL1   |        | LY1    |        |
|------------|------------|--------|--------|--------|--------|--------|
| Signatures | sh1        | sh2    | sh1    | sh2    | sh1    | sh2    |
| ATF6       | 0.453      | -0.536 | -0.863 | 1.116  | -0.495 | -0.512 |
| CHOP       | -1.036     | -1.025 | -1.441 | -0.901 | 1.273  | 1.100  |
| XBP1       | 0.495      | 0.798  | 0.652  | 1.679  | -0.935 | -0.620 |

| FDR        | Karpas 422 |       | HBL1  |       | LY1   |       |
|------------|------------|-------|-------|-------|-------|-------|
| Signatures | sh1        | sh2   | sh1   | sh2   | sh1   | sh2   |
| ATF6       | 1.000      | 0.990 | 0.693 | 0.249 | 1.000 | 0.990 |
| CHOP       | 0.368      | 0.419 | 0.021 | 0.655 | 0.110 | 0.296 |
| XBP1       | 0.998      | 0.839 | 0.957 | 0.001 | 0.577 | 0.979 |

**B**

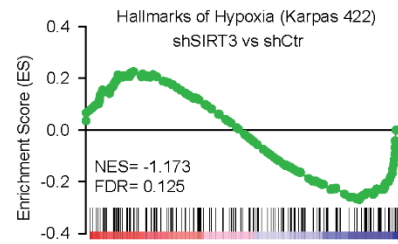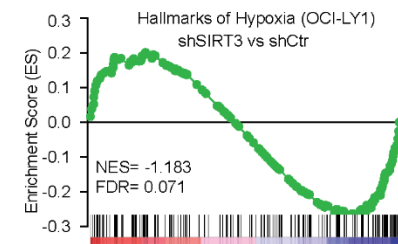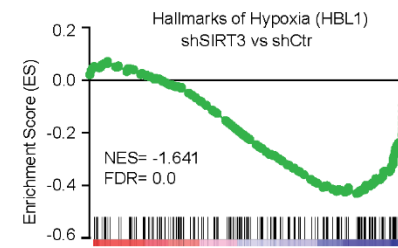

**C**

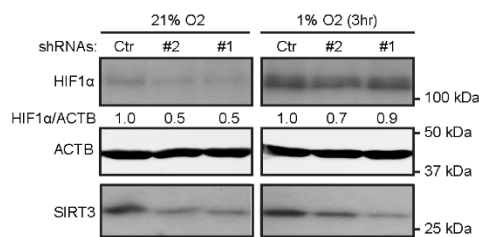

**D**

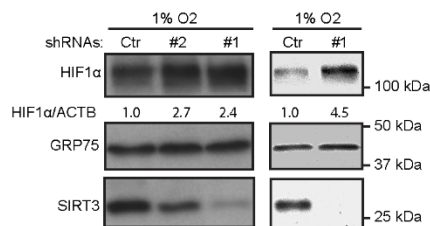

**Supplementary Figure S1, (A)** Tables showed the NES (normalized enrichment score) and FDR (false discovery rate) values from GSEA analysis on RNA sequencing data from DLBCL cell lines (Karpas 422, HBL1 and OCI-LY1) with indicated signatures (ATF6, CHOP and XBP1). Positive or negative values of NES represent positive and negative enrichment, respectively. FDR <0.05 shows significant enrichment in the NES table. **(B)** GSEA results show that HIF1a target genes are not enriched in SIRT3 regulated genes in different DLBCL cells lines. Genes of signature as hallmarks of hypoxia (from molecular signature database on GSEA website) was used as HIF1a target gene set. **(C)** Western blots show the HIF1a protein level in HEK-293T and HCT-116 cells in control or SIRT3 knock down cells in hypoxia condition for 3 hr (1% oxygen). Protein levels of HIF1a were quantified with densitometry results normalized

to ACTB levels. (D) Western blots show HIF1a protein level in Karpas 422 cells in control or SIRT3 knock down cells with shRNAs in lentiviral vectors. Experiments were down in both normoxia (21% oxygen) or hypoxia condition for 3 hr (1% oxygen). Protein levels of HIF1a were quantified with densitometry results normalized to ACTB levels.

## Supplementary Figure S2

A

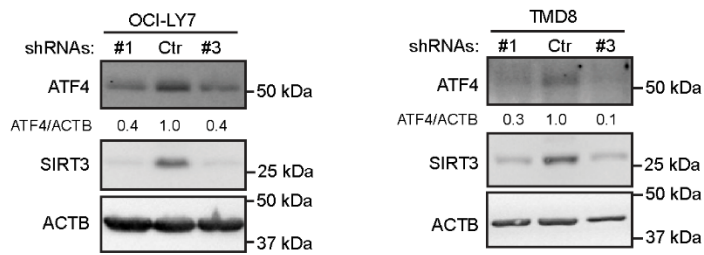

B

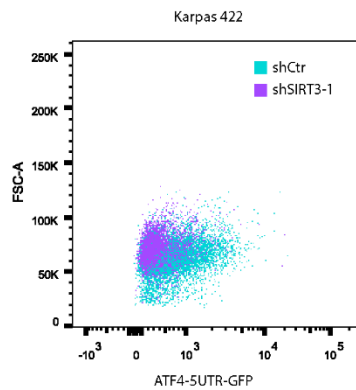

C

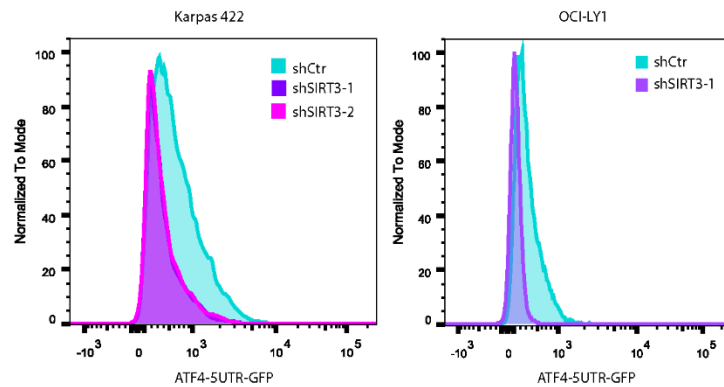

**Supplementary Figure S2, (A)** Western blots show ATF4 protein levels in different DLBCL cells with control or SIRT3 shRNAs. SIRT3 was blotted showing knocking down efficiency and ACTB was used as reference protein control. The changes of protein levels were quantified with densitometry results. **(B)** Representative flow plot for ATF4 translational reporter expressed in Karpas 422 cells with control or SIRT3 shRNAs. **(C)** Histograms showing the staining intensities of the ATF4 translational reporter from DLBCL cells expressing control or SIRT3 shRNAs.

## Supplementary Figure S3

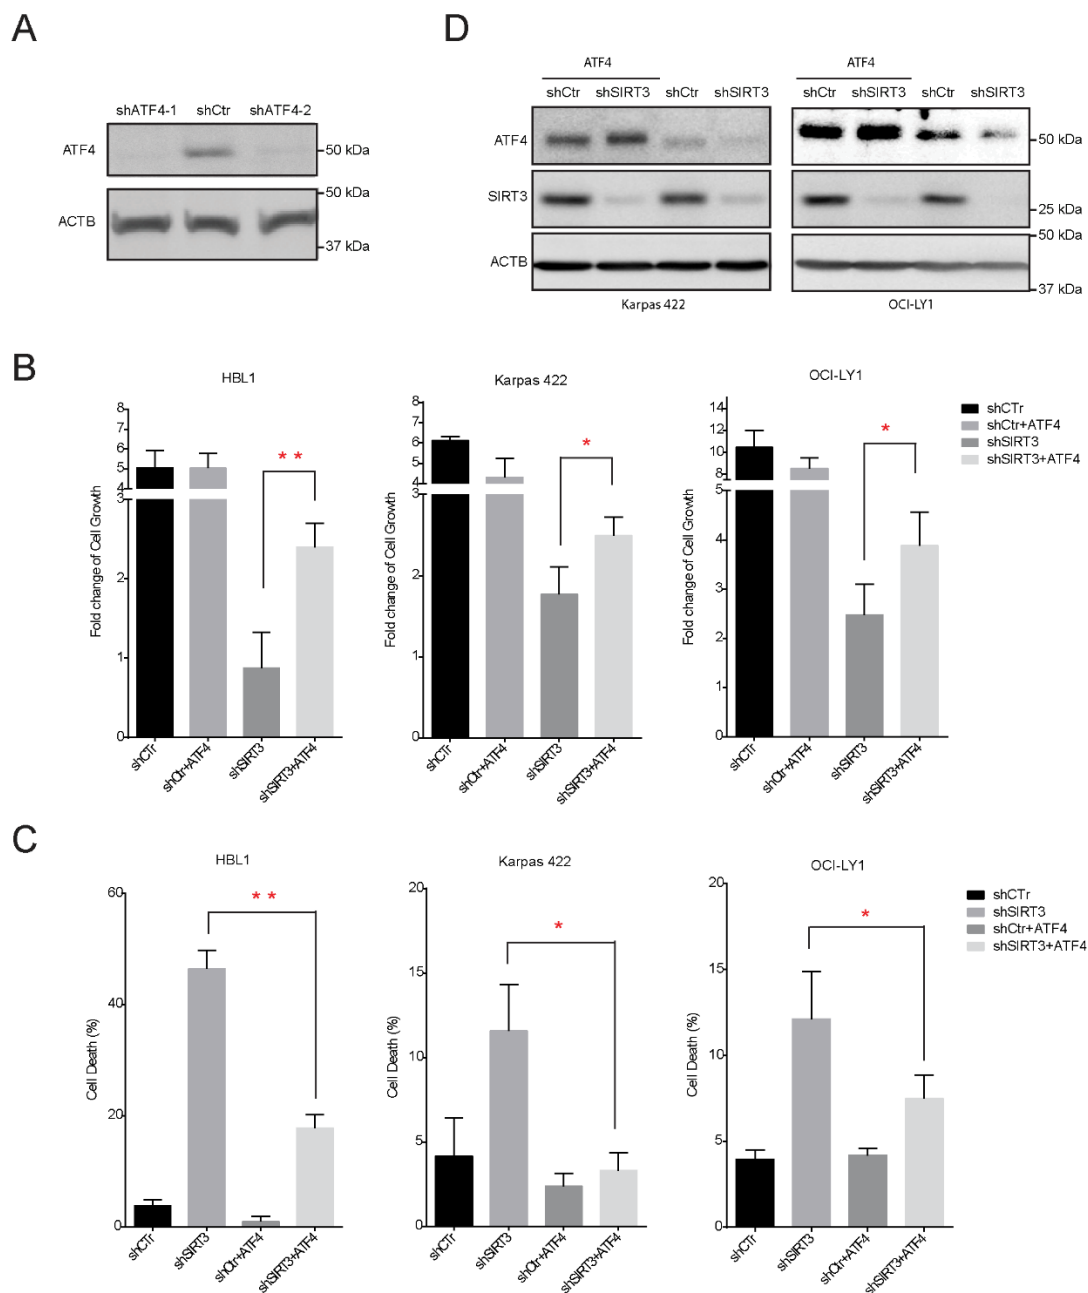

**Supplementary Figure S3, (A)** Western blot results show the knocking down efficiency of ATF4 shRNAs. Karpas 422 cells were transduced with control or SIRT3 shRNAs and collected for Western blots. **(B)** Effects of ATF4 overexpression on cell proliferation (numbers) in control or SIRT3 knockdown cells. The Y axis shows fold changes calculated with cell numbers at end time point normalized to those of initial time point in each condition. **(C)** Effects of ATF4 overexpression on cell death caused by SIRT3 shRNAs. The Y axis shows the percentage of dead cell from flow cytometry

by staining with DAPI. (D) Western blots show exogenous ATF4 expression in DLBCL cells with control or SIRT3 shRNAs. The cells were infected with lenti-vectors expressing human ATF4 cDNA and SIRT3 or control shRNAs. The cells were cultured for 5-6 days post infection and then processed for immunoblots with the indicated antibodies. \*  $p < 0.05$ , \*\*  $p < 0.01$  show the statistical significance of repetitive experiments.

## Supplementary Figure S4

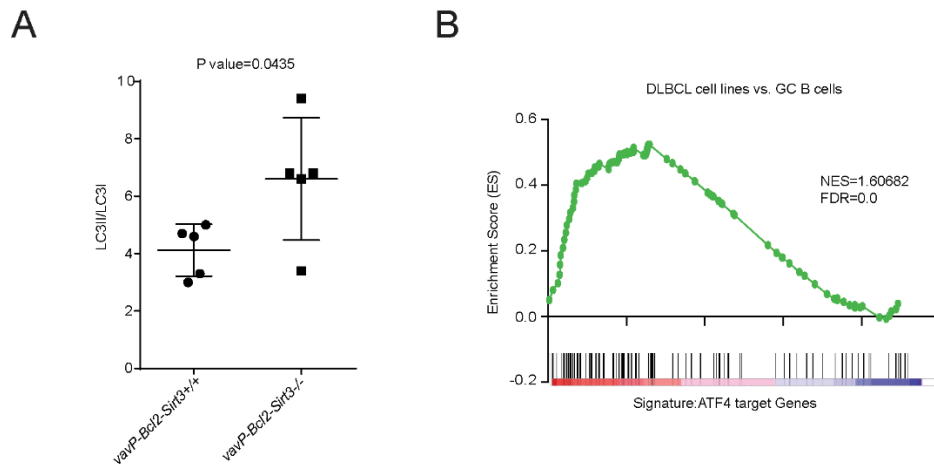

**Supplementary Figure S4, (A)** Summarized results of autophagy levels (evaluated by densitometry results of LC3II/LC3I) in splenocytes from *vavP-Bcl2;Sirt3<sup>+/+</sup>* and *vavP-Bcl2;Sirt3<sup>-/-</sup>* mice. **(B)** GSEA analysis shows the enrichment of ATF4 target genes in a group of DLBCL cell lines vs. normal GC B cells.

## Supplementary Figure S5

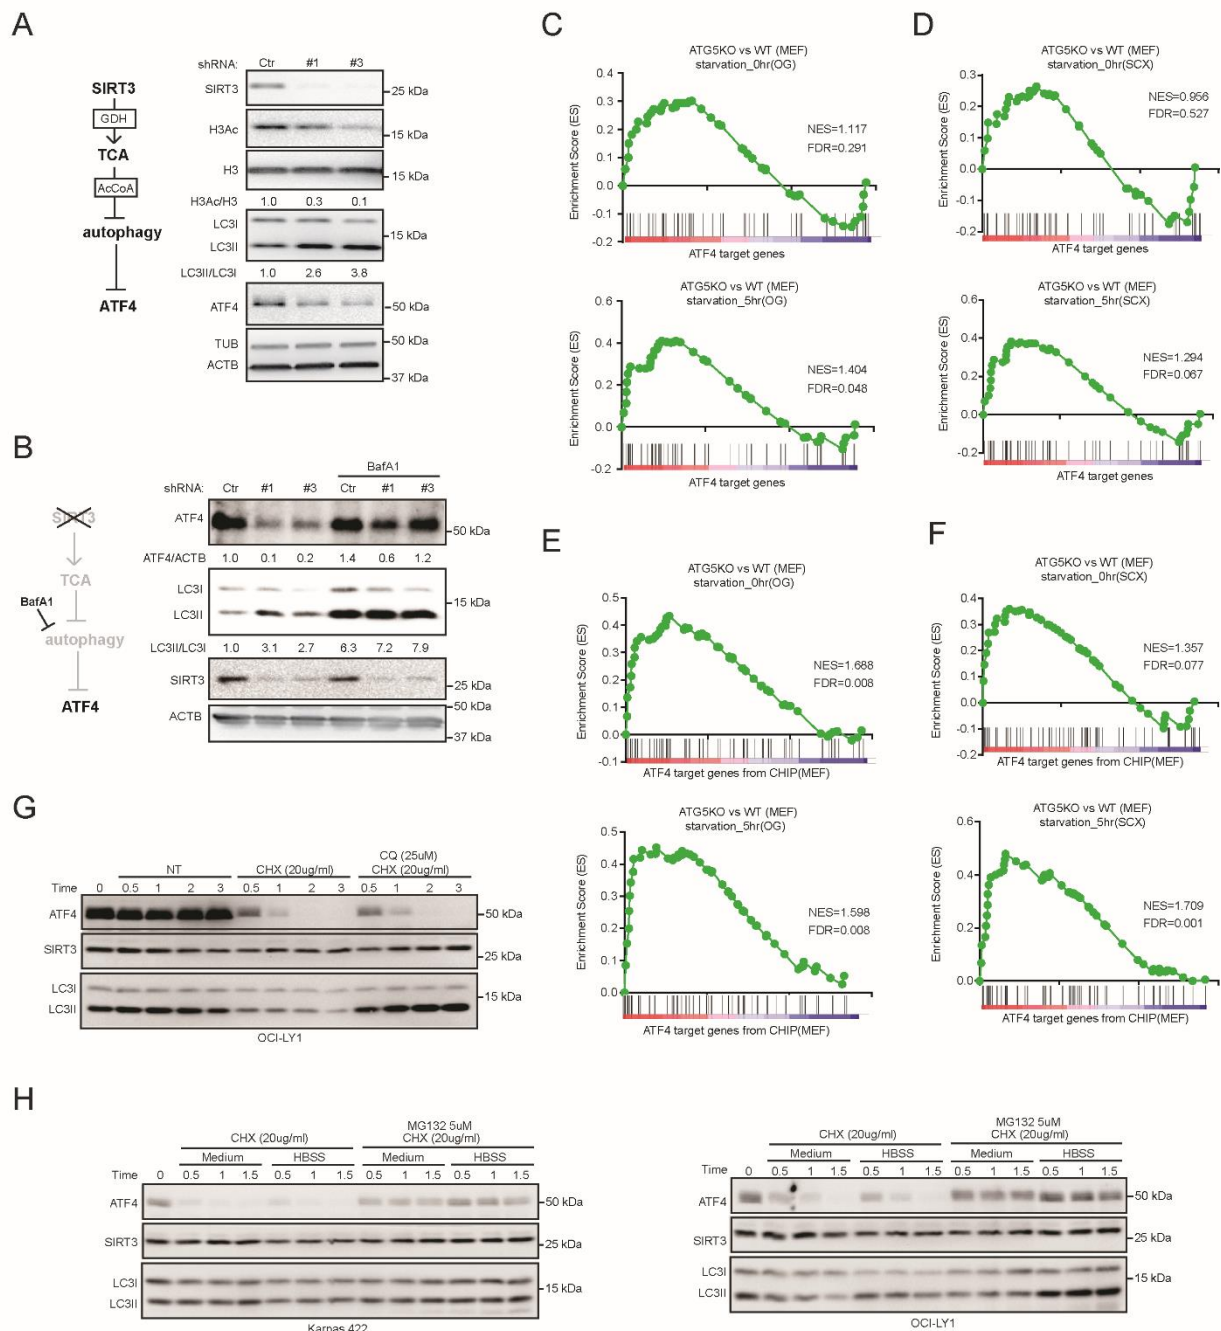

**Supplementary Figure S5, (A)** Western blots show changes of ATF4, H3Ac, LC3 and other protein levels in Karpas 422 cells expressing control or SIRT3 shRNAs. Protein level changes were quantified with densitometry results. On the right, hypothetical cascade model was presented. **(B)** Western blots show the ATF4 protein level being rescued by BafA1 (100nM) in SIRT3 knocked down Karpas 422 cells. Treatment was done in 16-18 hours, followed by immunoblot with the indicated antibodies.

Densitometry values are shown for ATF4/ACTB and LC3II/LC3I ratios. On the right, hypothetical cascade model was presented. GSEA analysis was done with published proteomic data using the ATF4 target genes list from ATF4 CHIP in MEF cells. Proteomic results were from SILAC analysis coupled with OG(C) or SCX methods (D). Upper panel showed analysis of comparing ATG5 KO MEF vs. wildtype MEF. Lower panel showed analysis of comparing ATG5 KO MEF vs. wildtype MEF in HBSS starvation condition for 5 hours. (E) & (F) similar analysis were done with gene signatures of ATF4 target genes list from ATF4 CHIP in MEF cells. (G) Western blots show ATF4 protein levels under CHX and CQ treatment in OCI-LY1 cells. Protein samples were collected at the indicated time points after treatment to monitor the kinetics of ATF4 degradation. SIRT3 and LC3 were blotted as controls. (H) Western blots show ATF4 protein levels under CHX and MG132 treatment in Karpas 422 and OCI-LY1 cells. Protein samples were collected at the indicated time points after treatment to monitor the kinetics of ATF4 degradation. Cells were treated in both culture medium and HBSS (starvation condition). SIRT3 and LC3 were blotted as controls.

## Supplementary Figure S6

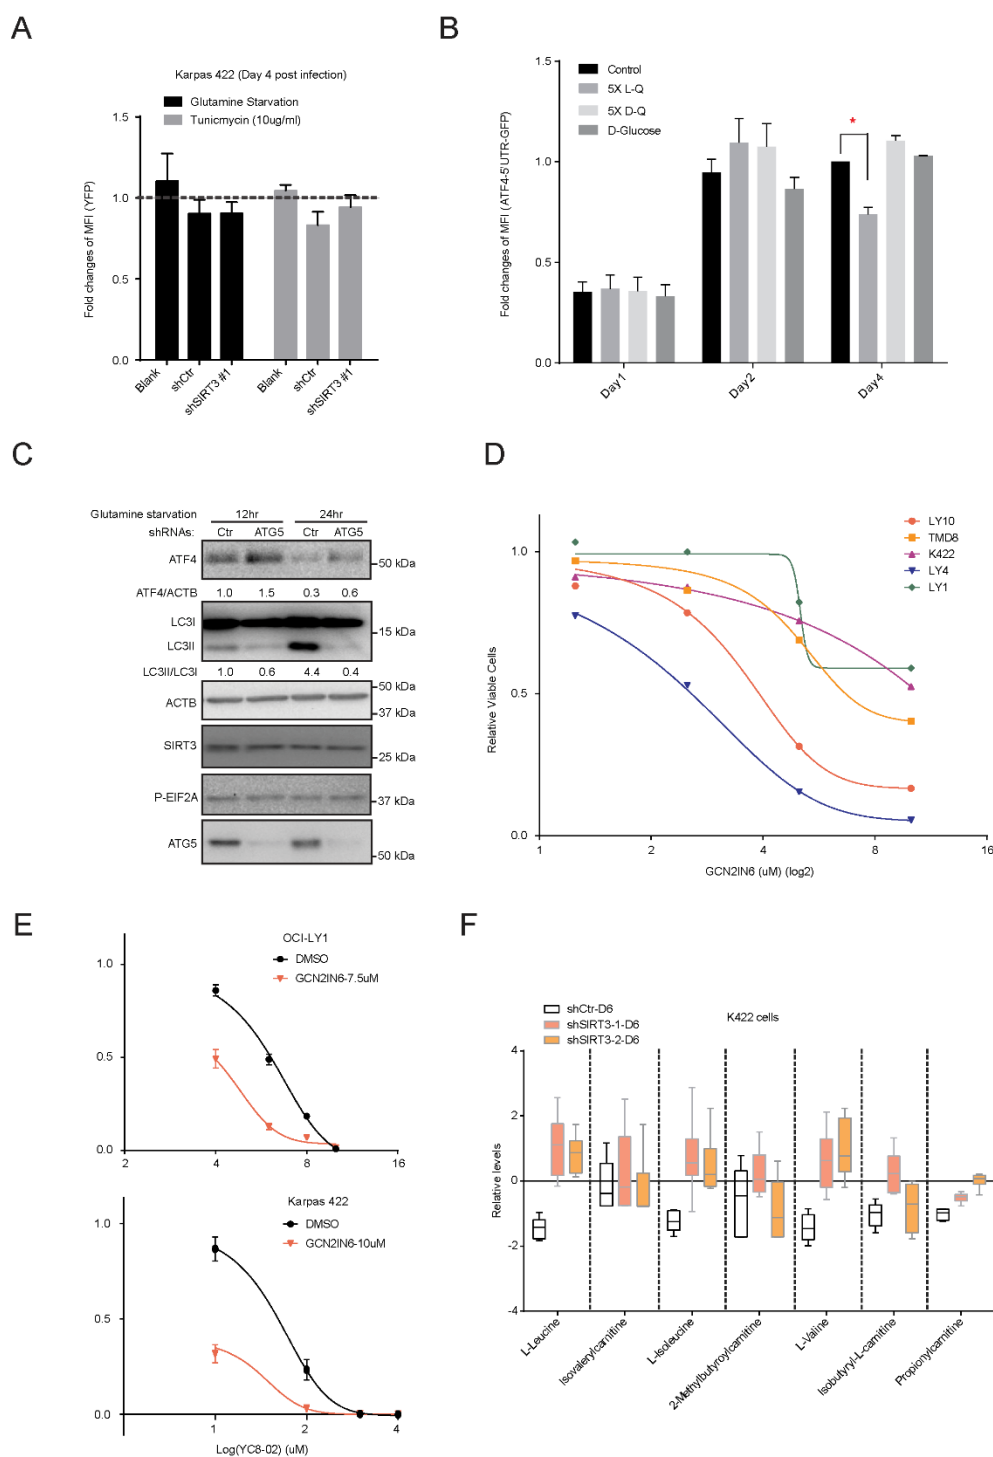

**Supplementary Figure S6, (A)** Fold changes of MFI of YFP reporter without ATF4 5'UTR expressed in Karpas 422 cells with control or SIRT3 shRNAs under treatment conditions as in Figure 6B. **(B)** ATF4 translation activities from Karpas 422 cells expressing the ATF4 translational reporter and being cultured in fresh medium with 10mM L-Q, 10mM D-Q, or 20mM D-glucose or without supplements (control). ATF4 translation reporter activities were monitored with flow cytometry at the indicated

timepoints after the culture conditions were set up. MFI was used to quantification and normalized to the activities from Day 2 control cells. (C) Western blots results show ATF4 level changes in control or ATG5 knock down 293T cells under glutamine starvation condition. Samples were collected at different time points and protein level changes were quantified with densitometry results. (D) Dose-response curves for the indicated DLBCL cell lines exposed to increasing concentrations of GCN2IN6 for 72 hours. Cell titer Glo was used to quantify the cell numbers after treatment. (E) Dose response curves show the relative cell viability for DLBCL cell lines treated with YC8-02, GCN2IN6 or the combination. GCN2IN6 was used at a fixed dose for OCI-LY1 (7.5uM) and Karpas 422(10uM) in. (F) Box plot shows relative levels (log2 transformed and scaled) of metabolites from branched chain amino acids metabolism. Karpas 422 cells were infected with control or SIRT3 shRNAs and cultured for 6 days and then profiled by LC/MS. Data were summarized from 5-6 replicate samples for each condition. \*p value<0.05, \*\*p value<0.01. Error bars represent the mean +/- SD of three or more replicates.

How the deposited data were processed for this re-analysis (not part of the article)

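RNA from Karpas422, OCI-LY1 and HBL1 cells expressing shCtr, shSIRT3-1 or shSIRT3-2 was measured in 27 libraries, with 3 replicates in each of 9 groups, on day 8 after infection. The authors prepared the libraries from total RNA with first-strand synthesis primed by random oligos, sequenced paired ends, aligned the reads to hg19 with STAR and annotated them to RefSeq genes with Rsubread. The values that the authors deposited are labelled FPKM, but in each library they are whole multiples of a single step for genes of any length, so they were used as CPM. The methods used here had been written for FPKM, and the pseudocount and the filter were applied unchanged to the CPM values. The deposited CPM values of a library sum to between 40.3% and 45.6% of the total that the authors divided by, and the paper's text does not name that total. Reads per gene were recovered by dividing by the step. In OCI-LY1 shCtr replicate 3 and OCI-LY1 shSIRT3-2 replicate 1 the step is close to the last decimal that the values are written with, so the reads of those libraries are less certain. The depth was between 28694398 and 53405456 reads on genes per library, with a median of 45669254.

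Values were analysed as log2(CPM + 0.1) in R 4.3.3. Genes with a CPM of at least 1 in at least 3 of the libraries fitted were tested, 13076 over all 27 libraries. Linear models were fitted with limma 3.58.1, with empirical Bayes moderation that follows the trend of the variance with the mean. The main model had a term for the cell line and a term for the shRNA, and each line was also fitted alone. A gene was called at a fold change above 1.5 and a Benjamini-Hochberg adjusted p under 0.05, and was counted for the shRNA pair when called in the same direction with each. Differences in response between lines were tested with an F test on the interaction terms. Replicates were matched by the replicate numbers in the sample labels. The paper does not state what these numbers stand for, and they were used as a block only in an alternative fit and to match libraries in permutation tests. The paper names edgeR for its own tests, and edgeR 4.0.16 was used here only on the recovered reads, as an alternative.

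The 15 gene sets were written by hand from general knowledge of each pathway, and the lists that the paper used were not used here. The mean log2 fold change of each set was tested with limma camera at an inter-gene correlation of 0.01. Preranked enrichment was tested for each line with fgsea 1.28.0 over 10000 gene permutations. Libraries were clustered in each line by Ward linkage on the genes at or above the 95th percentile of SD. Gene coordinates are those of GENCODE on hg19. Python 3.11.15 with numpy 2.4.6 read the files and matplotlib 3.10.9 drew the figures, and the random seed was 1.

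The genes named in the text were chosen by a rule. They are the genes that the paper names in the sentences at hand (SIRT3, ATF4, PSAT1, HIF1A, ATF6, XBP1 and DDIT3), the 5 largest falls and 5 largest rises among genes called with both shRNAs and changed in the same direction in 18 of 18 knockdown libraries, the 3 genes of each reported set that changed most in the direction of the set, and genes that Supplementary Table S1 lists with opposite signs for the shRNA pair.

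The alternatives were pseudocounts of 1 and 0.01, no filter on low values, quantile normalization, median-ratio scaling, a replicate block, no variance trend, a fit on the 18 libraries of the groups compared, leaving out each replicate or each cell line, an inter-gene correlation estimated from the data, the 23-gene ATF4 pathway list, ward.D2 linkage and the top 10% of genes by SD. The edgeR tests and a correction for GC content and gene length by lowess with a span of 0.3 were added after seeing the data. The GC and length correction covered 12716 genes.

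The models were tested on simulated data with a dispersion of 0.03 at the observed depths. Each library was drawn independently, without a shift common to libraries of the same number and without an outlying library. The real libraries show both, so the rates of false calls given here need not hold for them. Of 199 tested genes given a 2-fold change, 183 were recovered (92.0%), and 0 of 12541 unchanged genes were called. The interaction test found 192 of 197 genes changed in a single line and called 14 unchanged genes. In the 9 libraries of a single line, 145 of 173 changed genes were recovered. Simulated data without any change gave 0 calls. Clustering recovered the 3 groups when each shRNA changed other genes, and 0 groups when both shRNAs changed the same 200 genes. The proteomic, protein, metabolite and animal experiments of the paper, and the genes it lists by name from its pathway enrichment, were not analysed here.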

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

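The tests of technical explanations in this part, and the counts of other splits of the samples, were chosen only after the results were seen. The response to the SIRT3 shRNAs differed between Karpas422, OCI-LY1 and HBL1 for 5471 of 13076 genes (limma F test on the interaction terms, Benjamini-Hochberg adjusted p under 0.05). With each line centred first the test called 5300 genes, and of the 36 splits that permuted the line labels over libraries of the same number 1, the real split, gave as many. The other splits gave at most 2744. The count was 5568 after quantile normalization and 5417 after median-ratio scaling, so scaling of the libraries does not account for it. It was 348 without replicate 1. The libraries of a line share that line's culture and handling, so a difference between the lines cannot be told apart from a difference in how they were handled, and no biological explanation was tested.

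Genes named in the text were among them. Of the genes lower in 18 of 18 knockdown libraries than their own control means, the limma interaction test gave Benjamini-Hochberg adjusted p of 0.0029 for SIRT3, 0.041 for ATF4, 0.0025 for XBP1, 0.035 for INHBE, 0.0084 for ESRP1, 0.030 for WARS and 0.0023 for SEL1L. In OCI-LY1, apart from SIRT3, each of these had a knockdown library at or above its lowest control library. Of the genes higher in 18 of 18, it gave 0.029 for C1orf194, 0.011 for RSAD2, 0.045 for MTSS1L, 0.048 for ATP6V0D1 and 0.041 for CXXC1. DDIT4 and VLDLR, each lower in 17 of 18 libraries, had 0.010 and 0.032. ATF6, lower in 12 of 18, had 0.0021. The log2 fold changes of XBP1 with shSIRT3-1 and shSIRT3-2 were −1.63 and −2.09 in Karpas422, −0.21 and −0.10 in OCI-LY1 and −0.65 and −0.83 in HBL1. Those of SEL1L were −0.93 and −0.49, −0.34 and −0.28, and −1.75 and −1.34. SERPINA9 and ICOSLG, which Supplementary Table S1 lists with opposite signs for the shRNA pair, had interaction tests at 0.0025 and 0.00014. SERPINA9 was lower in 11 of 18 knockdown libraries and ICOSLG higher in 11 of 18. With shSIRT3-1, SERPINA9 had log2 fold changes of −0.36 in Karpas422 and 3.15 in HBL1, and ICOSLG had 2.30 in Karpas422, 0.16 in OCI-LY1 and 1.11 in HBL1. The cause of these differences was not tested for single genes.

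Lysosomal, sterol synthesis and heat shock genes, sets that the paper does not report from these libraries, were higher after knockdown. The 44 lysosomal genes had a mean log2 fold change of 0.14 with shSIRT3-1 and 0.36 with shSIRT3-2 (limma camera, Benjamini-Hochberg adjusted p = 0.0048 and 4.0e-10, and 0.0026 and 4.1e-10 with the replicate block). The 24 sterol synthesis genes had 0.38 and 0.33 (limma camera, Benjamini-Hochberg adjusted p = 3.6e-05 and 0.00029, and 5.0e-05 and 0.00036 with the block). The 19 heat shock genes had 0.31 and 0.57 (limma camera, Benjamini-Hochberg adjusted p = 0.0013 and 7.7e-08, and 0.00087 and 4.0e-08 with the block). The mean score fell in 0 of 9 same-numbered comparisons for the lysosomal genes and in 1 of 9 for each other set. Of the lysosomal genes 1 was called higher with both shRNAs, of the sterol synthesis genes 3, and of the heat shock genes 5. None of these sets was assessed in limma camera with the inter-gene correlation estimated from the data.

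Under quantile normalization or median-ratio scaling, the smallest mean log2 fold change with either shRNA was 0.17 for the lysosomal, 0.34 for the sterol synthesis and 0.34 for the heat shock genes. After removing each library's trend with GC content and gene length, the smaller means were 0.17, 0.36 and 0.37. Scaling therefore does not account for the rises. Without the GC and length correction the smaller means were 0.14, 0.33 and 0.31, so removing these trends did not shrink the rises. This argues against a library trend with GC content or gene length as the source of the rises in these 3 sets. With labels swapped within same-numbered pairs, 1 of 100 splits gave a lysosomal mean as far from 0 with each shRNA, and 2 of 100 did for the heat shock genes with each. For sterol synthesis the counts were 4 with shSIRT3-1 and 7 with shSIRT3-2, so its rise with shSIRT3-2 cannot be told apart from chance. Reads shared between paralogs such as HSPA1A and HSPA1B were not tested. Whether the rises of the lysosomal and heat shock genes are biological was not settled here.

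The rises of the lysosomal and sterol synthesis genes also varied in size between the lines. The mean changes in score were 0.24 in Karpas422, 0.12 in OCI-LY1 and 0.40 in HBL1 for the lysosomal genes, and 0.36, 0.13 and 0.58 for sterol synthesis (permutation test of the line labels over 36 splits, two-sided, p = 0.0278 for each, the smallest that these splits can give). Adjusted by Benjamini-Hochberg over 17 sets, each p from the permutation test was 0.236, and neither passes the correction. Since 36 splits give no smaller p for either set, the corrected test cannot decide whether the lines differ.

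Small nucleolar RNA (snoRNA) genes, which the paper does not discuss, made up 40 of the 144 genes called higher with both shRNAs (27.8%). Of 79 tested snoRNAs, 40 were called higher and 0 lower with both. Their median log2 fold changes were 0.83 with shSIRT3-1 and 0.63 with shSIRT3-2. In the single lines the medians were 0.94 and 0.54 in Karpas422 (33 snoRNAs tested), 0.45 and 0.33 in OCI-LY1 (41) and 0.999 and 0.997 in HBL1 (77). The medians of the lines are therefore not over the same snoRNAs. With labels swapped within same-numbered pairs, 1 of 100 splits gave a mean as far from 0 with each shRNA. Scaling does not account for the rise, since the smallest snoRNA median under quantile normalization or median-ratio scaling was 0.66. A length under 500 bases does not by itself account for it, since the larger median of 148 other genes under 500 bases was 0.05. Those genes were not matched to the snoRNAs in length, so an effect limited to RNAs as short as the snoRNAs is not excluded. Most snoRNAs are processed from introns of host genes. The larger median of 30 host genes was 0.10, but only 41 snoRNAs (51.9%) had a tested host gene, under the 80% needed for that test to count. More carry-over of RNA without a poly(A) tail could also raise them. The median log2 fold changes of 10 histone genes were 0.91 with shSIRT3-1 and −0.42 with shSIRT3-2, and those of 2 scaRNA genes 0.48 and 0.38, too few genes to decide. The rise of the snoRNAs cannot be told apart from a change in their host genes, from such carry-over or from an effect limited to RNAs of their length.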

How the results depend on the processing

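Most alternatives were set before the data were examined. The edgeR tests on recovered reads, the correction for GC content and length, and every alternative for single genes were chosen after seeing the data. Of 34 results that answer a comparison, 9 stayed on the same side in every alternative run for them. These were the HIF1 targets with shSIRT3-1, the mitochondrial aminoacyl-tRNA synthetases with shSIRT3-2, the NES of the ATF4 targets other than in HBL1 with shSIRT3-2, and the clustering of Karpas422 and HBL1. The NES ranged from −3.06 to −1.96 and from −3.21 to −2.14 in Karpas422 with shSIRT3-1 and shSIRT3-2, from −3.10 to −1.75 and from −2.95 to −1.67 in OCI-LY1, and from −2.89 to −1.93 in HBL1 with shSIRT3-1. Over all alternatives of the comparisons, 297 values stayed the same, 41 moved, 10 were weaker, 4 stronger and 9 reversed. The cause was not tested for any change in this part. Of 70 log2 fold changes of named genes, 54 stayed on the same side of the adjusted p threshold in every alternative and 0 changed direction. The others gave 29 weaker and 4 stronger values, the stronger ones all for HIF1A with shSIRT3-1. These counts leave out the fold change threshold, which some of the values counted as staying crossed. With a pseudocount of 1, for example, C1orf194 and CFP with shSIRT3-2 fell under it, to 0.457 and 0.537.

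With a pseudocount of 1, 383 genes changed with both shRNAs (318 lower and 65 higher), 1054 changed with shSIRT3-1 and 1036 with shSIRT3-2, and 862 differed between the SIRT3 shRNAs. The mean of the mitochondrial synthetases with shSIRT3-1 was 0.10 and passed the threshold (limma camera, Benjamini-Hochberg adjusted p = 0.0485, from 0.0082 to 0.356 over its alternatives), the HIF1 targets with shSIRT3-2 turned to 0.022, and 0 shRNA groups were recovered by clustering in OCI-LY1. A pseudocount of 0.01 recovered 1 group there. Without a filter on low values, 75 genes changed in OCI-LY1 and 10 in each of the 3 lines, and the XBP1 targets with shSIRT3-1 turned to −4.3e-05.

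Quantile normalization gave 253 higher genes. It took the mitochondrial synthetases with shSIRT3-1 past the threshold at 0.20 (limma camera, Benjamini-Hochberg adjusted p = 0.0258, within the range above), turned the ATF6 targets with shSIRT3-1 to 0.0022 and the HIF1 targets with shSIRT3-2 to 0.042, and left the XBP1 targets with shSIRT3-2 at 0.047 without passing (0.209, from 0.0093 to 0.277). Median-ratio scaling gave 0.14 for the mitochondrial synthetases with shSIRT3-1, past the threshold (limma camera, Benjamini-Hochberg adjusted p = 0.0446, within the range above), and 0.026 for the HIF1 targets with shSIRT3-2. The median log2 fold change of all genes was −0.05 with shSIRT3-1 and −0.03 with shSIRT3-2 as deposited and 0.03 with each after quantile normalization.

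The replicate block gave 267 genes in OCI-LY1. Without the HBL1 cell line, 419 genes changed with both shRNAs (300 lower), 1073 with shSIRT3-1 and 862 between the shRNAs, and the response differed between lines for 1181 genes. Without the Karpas422 cell line it differed for 3088. The edgeR likelihood ratio test without a filter on low values gave 1242 genes (873 lower and 369 higher), 3130 with shSIRT3-1 and 3358 with shSIRT3-2, with 634 of the 665 genes called in the same direction.

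With the inter-gene correlation estimated from the data, 7 set results no longer passed in limma camera, and these Benjamini-Hochberg adjusted p are the highest over their alternatives. They were the ATF4 targets at −1.48 and −1.47 (0.310 and 0.202, from 8.8e-31 and 8.2e-27), the cytosolic synthetases at −0.61 and −0.69 (0.356 and 0.277, from 4.6e-06 and 2.5e-07), the CHOP targets at −1.17 and −1.25 (0.310 and 0.277, from 3.4e-05 and 0.0012) and the XBP1 targets with shSIRT3-2 at 0.043 (0.277, from 0.0093). These 7 were all the results that had passed in the main test among the sets given this alternative. The lysosomal, sterol synthesis, heat shock, amino acid synthesis, amino acid transport and PERK branch sets were not given it. Whether their limma camera results would pass with it is therefore not known. With the ATF4 pathway list, the NES in HBL1 with shSIRT3-2 was −1.52 (permutation test, Benjamini-Hochberg adjusted p = 0.052, from 0.00076 to 0.052).

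Across the 3 fits that each left out one replicate, from 320 to 681 genes changed with both shRNAs (236 to 530 lower and 84 to 151 higher), from 985 to 1687 with shSIRT3-2, from 271 to 910 in Karpas422, from 0 to 26 in OCI-LY1, from 146 to 1468 in HBL1 and from 0 to 2 in each line. At an unadjusted p under 0.05 with both shRNAs in the same direction, OCI-LY1 had 1370, 929 and 496 genes and all 3 lines had 94, 70 and 164 without replicates 1, 2 and 3. The response differed between lines for 348 to 4709 genes. The set means ran from 0.079 to 0.16 for the mitochondrial synthetases with shSIRT3-1, from −0.12 to 0.041 and from −0.049 to 0.059 for the ATF6 targets, from −0.085 to 0.093 for the HIF1 targets with shSIRT3-2, which passed the threshold as a rise without replicate 2 (limma camera, Benjamini-Hochberg adjusted p = 0.020, from 0.020 to 0.736), and from 0.0398 to 0.0449 for the XBP1 targets with shSIRT3-2. Between 0 and 3 groups were recovered by clustering in OCI-LY1. Whether depth limits the calls of genes with few reads was not tested.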

Differences from the paper's values

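In the fit over the 3 cell lines, 665 genes changed with both SIRT3 shRNAs, against the paper's 1075. Of the alternatives set before the data were examined, no filter on low values (730 genes) and leaving out the OCI-LY1 cell line (953 genes) came within 1.5 times the paper's count, and the others did not. Of the alternatives chosen after seeing the values, the edgeR tests on recovered reads also came within it, with 775 genes in the quasi-likelihood test, 802 in the likelihood ratio test and 1242 in the likelihood ratio test without a filter on low values.

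The number of higher genes was 144, against the paper's 319. Of the alternatives set before the data were examined, quantile normalization (253 genes) and leaving out the OCI-LY1 cell line (216 genes) came within 1.5 times the paper's count, and the others did not. The edgeR likelihood ratio test without a filter on low values, chosen after seeing the values, gave 369.

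Of 54 log2 fold changes compared with the paper's Supplementary Table S1, 7 differed by more than the SD between the same-numbered differences, and 0 were opposite in sign. With shSIRT3-2, ESRP1 had −3.32 against the paper's −6.87. SPNS3 had −2.81 and −3.25 with shSIRT3-1 and shSIRT3-2 against the paper's −4.53 and −5.43. C1orf194 had 2.94 and 1.80 against the paper's 4.70 and 3.22, and CFP had 2.65 and 1.57 against the paper's 3.35 and 2.06. The values here for ESRP1, SPNS3 and C1orf194 are limited in size by the pseudocount of 0.1. The mean CPM was below it in the control groups for C1orf194 and in the knockdown groups for ESRP1 and SPNS3. Exceptions were ESRP1 in HBL1 with shSIRT3-2 and SPNS3 in Karpas422 with shSIRT3-1, so the fits over the lines are not strict bounds. The pseudocount therefore limits what the gap to the paper can show for these genes. None of the alternatives set before the data were examined had been set for these genes. The 3 edgeR tests on recovered reads, chosen after seeing the values, closed it for all of them, with values that reached −6.60 for ESRP1, −4.41 and −5.51 for SPNS3, 4.58 and 3.09 for C1orf194 and 3.34 and 2.13 for CFP. Leaving out replicate 1 closed it for SPNS3 with each shRNA and quantile normalization closed it for CFP with shSIRT3-2, and these were also chosen for these genes after seeing the values.

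The NES compared here rest on gene lists written for this purpose, and differ where they are further from the paper's than the SD of the NES of the 3 same-numbered pairs. For the ATF4 targets with shSIRT3-2, the NES was −3.06 in Karpas422 against the paper's about −2.5 in Fig. 1E, read by eye, and −2.497 in HBL1 against the paper's about −2.1 in Fig. 1E, read by eye. None of the alternatives set before the data were examined closed either gap. The value in HBL1 also lies above the limit that the paper's text gives for all 3 lines, and so do the paper's own values with shSIRT3-2 in Fig. 1E.

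For the other factors the paper's NES are those of Supplementary Fig. S1A. The NES of the CHOP targets with shSIRT3-1 and shSIRT3-2 was −1.84 and −1.92 in Karpas422 against the paper's −1.036 and −1.025, −1.64 and −1.73 in HBL1 against the paper's −1.441 and −0.901, and −1.91 and −1.87 in OCI-LY1 against the paper's 1.273 and 1.100. The control libraries of OCI-LY1 were widely spread in the score of this set (4.51 ± 0.99, SD, n = 3). In that line 0 of the 8 CHOP targets were called with either shRNA (limma camera on the set, Benjamini-Hochberg adjusted p = 0.042 and 0.24). The NES of the ATF6 targets in Karpas422 was −0.9996 with shSIRT3-1 and −1.01 with shSIRT3-2 against the paper's 0.453 and −0.536. The NES of the XBP1 targets was −0.80 and −0.84 in Karpas422 against the paper's 0.495 and 0.798, 1.06 with shSIRT3-1 in HBL1 against the paper's 0.652, and 0.85 with shSIRT3-2 in OCI-LY1 against the paper's −0.620. None of the alternatives set before the data were examined was run for these NES, so whether one closes these gaps was not tested.

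The paper reports that ATF4 mRNA did not change in qPCR, also when followed over several days up to the day before these libraries were taken (Fig. 2D). At day 8 the log2 fold change of ATF4 was −0.91 with shSIRT3-1 and −1.03 with shSIRT3-2 over the 3 lines. In its text the paper states that CHOP target genes were not perturbed. The 8 CHOP targets listed here, which are not the paper's list, had a mean log2 fold change of −1.17 and −1.25. Of these 8 genes, 6 also stand in the set of ATF4 targets, so their fall is not independent of the ATF4 result. It no longer passed the threshold with the inter-gene correlation estimated from the data. The paper's text also describes XBP1 target genes as not perturbed. Its Supplementary Fig. S1A, however, has HBL1 past its FDR threshold for the XBP1 targets with shSIRT3-2, as a rise. The CHOP targets in HBL1 with shSIRT3-1 are past it as well, as a fall. The XBP1 targets had a mean of 0.04 with shSIRT3-2, which passed the threshold here. It did not pass with that correlation, under quantile normalization, without replicate 2 or after the GC and length correction. The paper describes HIF1 target genes as mostly tending to depletion. Here 4 of 6 NES were negative (−1.01 in Karpas422 and −2.06 in OCI-LY1 with shSIRT3-1, and −1.17 and −1.15 in HBL1), and those with shSIRT3-2 in Karpas422 and OCI-LY1 were 1.17 and 2.00.

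ATP6V0D1 is among the paper's upregulated genes and had a log2 fold change of 0.55 with shSIRT3-1 here, under the fold change threshold. It passed that threshold under quantile normalization and without replicate 1. SERPINA9, ICOSLG and SMAD1 are in Supplementary Table S1 with opposite signs for the shRNA pair. Here they had log2 fold changes of 1.28 and −0.63, 1.19 and −0.55, and −0.34 and 1.02, and none was called with both shRNAs. In the paper's clustering the shSIRT3-2 libraries stand apart first in Karpas422 and the shSIRT3-1 libraries in OCI-LY1, whereas here the control libraries did in Karpas422 and the shSIRT3-2 libraries in OCI-LY1. The Karpas422 tree took the paper's form with a pseudocount of 0.01, without replicate 2 and with ward.D2 linkage. With shSIRT3-1, the paper's lowest NES of the ATF4 targets is in Karpas422, and here it was −3.04 in OCI-LY1 and −2.94 in Karpas422.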

Other observations

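The tests of explanations and the counts of other splits in this part were chosen only after the results were seen. Labels were permuted among the 3 libraries of each cell line and replicate number, over 100 splits that include the real one. The real split alone gave as many genes changed with both shRNAs (1 of 100, at most 48 in the others), lower with both (1 of 100, at most 29), higher with both (1 of 100, at most 19), changed in each of the 3 lines (1 of 100, at most 0) and changed in Karpas422 (1 of 100, at most 634). In OCI-LY1, 3 of 100 splits gave as many, at most 181 against the real 140, and in HBL1 2 of 100 did, at most 1413 against 1227. The median of the other splits was 0 in each line. Splits that give the control label to a whole SIRT3 shRNA group were not left out. The largest counts within a line therefore need not come from mixed groups. With labels swapped within same-numbered pairs, 1 of 100 splits gave as many genes for shSIRT3-1 (at most 1433 in the others), for shSIRT3-2 (at most 1443) and between the shRNAs (at most 1089).

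The same swaps gave a set mean as far from 0 in 1 of 100 splits with each shRNA for the ATF4 targets, the ATF4 pathway genes, the CHOP targets and amino acid synthesis. The counts with shSIRT3-1 and shSIRT3-2 were 2 and 1 for the cytosolic aminoacyl-tRNA synthetases, 2 and 1 for amino acid transport, 4 and 18 for the mitochondrial synthetases, 2 and 100 for the HIF1 targets, 85 and 7 for the XBP1 targets and 65 and 100 for the ATF6 targets. They were 6 and 11 for the autophagy genes, 16 and 77 for the TCA cycle genes and 41 and 3 for the interferon-stimulated genes. The rise of the XBP1 targets with shSIRT3-2, which passed in limma camera, is therefore within what other splits gave. For the NES of the ATF4 targets the design has 4 such splits, too few to decide. As far from 0 were 2 and 3 of them in Karpas422, 2 and 4 in OCI-LY1 and 2 and 1 in HBL1.

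The score of the ATF4 targets in OCI-LY1 shCtr replicate 2 was 6.37, against 4.69 and 4.58 in the other control replicates. Of 338 genes over 2-fold higher in replicate 2 than in the mean of the other replicates, 46 were among the 62 ATF4 targets, and 67 genes were over 2-fold lower. The median difference was 1.56 for the ATF4 targets and 0.06 for all genes, and 0.638% of the other genes lay above the median of the targets. A broad shift of the library therefore does not account for it. Reads from another line of the study do not either, since marker genes of HBL1 stood at 0.271% of their HBL1 level and those of Karpas422 at 0.068%, where 66.4% of HBL1 would be needed. Control replicates 1 and 3, which score near the knockdown libraries, are not mislabelled SIRT3 knockdowns of this line, since their SIRT3 CPM was 10.7 and 9.98 and the highest of the 6 knockdown libraries 6.17. Its 20 most abundant genes took 4.02% of its 50147928 reads, against 4.07% to 4.82% in the other OCI-LY1 libraries, so a few genes taking most reads do not account for it. The knockdown libraries numbered 2 differed from the other knockdown libraries by −0.17, so they did not share the rise. The paper reports that ATF4 translation in SIRT3-depleted cells did not react to nutrient levels. A culture condition common to the libraries numbered 2 that acts only in control cells is therefore not excluded. A candidate explanation is that the integrated stress response was active in this culture and low in control replicates 1 and 3, which these data do not test.

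ATF4 itself (chromosome 22, 39915700 to 39918688) had a log2 fold change of −0.91 (standard error 0.15, adjusted p = 5.3e-05, limma with Benjamini-Hochberg adjustment) with shSIRT3-1 and −1.03 (standard error 0.15, adjusted p = 1.4e-05) with shSIRT3-2, with 6.2e-05 and 2.1e-05 under the replicate block. It was below the mean of its own control group in 18 of 18 knockdown libraries. In OCI-LY1 that mean is raised by control replicate 2 (326.1 CPM), and knockdown libraries reached 150.3 CPM, between control replicates 1 and 3 (151.9 and 128.6). Its CPM with shCtr, shSIRT3-1 and shSIRT3-2 was 326.4 ± 46.9, 161.2 ± 25.7 and 115.2 ± 9.35 in Karpas422, 202.2 ± 107.9, 138.8 ± 14.3 and 131.2 ± 15.6 in OCI-LY1, and 303.4 ± 33.5, 123.5 ± 12.7 and 141.6 ± 15.7 in HBL1 (SD, n = 3 each). In OCI-LY1 alone the log2 fold changes of −0.42 and −0.50 did not pass (limma, Benjamini-Hochberg adjusted p = 0.37 and 0.27). The smallest fall under quantile normalization or median-ratio scaling was −0.86, so scaling does not account for it. The annotation holds 4 ATF4 pseudogenes whose reads the values do not separate, and the fall cannot be told apart from a change in reads shared with them.

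SIRT3 was lower with shSIRT3-1 than with shSIRT3-2, and the hypothesis that the ATF4 targets fall further with the deeper knockdown was tested. The score of the targets differed between the shRNAs by −0.0073 ± 0.36 (SD, n = 9), lower with shSIRT3-1 in 4 of 9 same-numbered pairs (two-sided exact permutation test over 512 sign flips, p = 0.957). HBL1 and Karpas422 went in opposite directions. The score was lower with shSIRT3-1 in 3 of 3 pairs in HBL1 (mean difference −0.41 ± 0.28, SD), in 1 of 3 in OCI-LY1 (0.06 ± 0.06) and in 0 of 3 in Karpas422 (0.33 ± 0.16). Whether the lines differ in this was not tested, and 3 pairs are too few for a test within a line, so a larger fall with the deeper knockdown is not ruled out for HBL1.

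RSAD2, an interferon-stimulated gene, was among the 5 largest rises, and an interferon response common to both shRNAs was tested on 31 such genes. Their mean log2 fold change was 0.31 with shSIRT3-1 and 0.67 with shSIRT3-2 (limma camera, unadjusted p = 0.054 and 0.00021). It was 0.76 and 1.36 in Karpas422 and 1.04 and 0.0040 in OCI-LY1. In HBL1 it was −0.92 and 0.51, so a response common to both shRNAs was seen neither in OCI-LY1 nor in HBL1. RSAD2 itself had a log2 fold change of 1.18 (standard error 0.63) in HBL1 with shSIRT3-1, which passed only with the replicate block (limma, Benjamini-Hochberg adjusted p = 0.16, and 0.028 with the block).

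The 23 amino acid synthesis genes had a mean log2 fold change of −1.02 with shSIRT3-1 and −0.99 with shSIRT3-2 (limma camera, Benjamini-Hochberg adjusted p = 0.00013 and 0.00037), and 11 were called lower with both. The 21 amino acid transport genes had −0.84 and −0.71 (limma camera, Benjamini-Hochberg adjusted p = 0.00065 and 0.0047), and 10 were called lower with both. Neither set was assessed in limma camera with the inter-gene correlation estimated from the data. The mean scores of each set fell in 9 of 9 same-numbered comparisons. The 35 autophagy genes had −0.12 and −0.10 (limma camera, Benjamini-Hochberg adjusted p = 0.71 and 0.41) and the 19 TCA cycle genes −0.06 and −0.01 (0.95 and 0.99).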
